# RB, p130 and p107 differentially repress G1/S and G2/M genes after p53 activation

**DOI:** 10.1093/nar/gkz961

**Published:** 2019-10-31

**Authors:** Amy E Schade, Martin Fischer, James A DeCaprio

## Abstract

Cell cycle gene expression occurs in two waves. The G1/S genes encode factors required for DNA synthesis and the G2/M genes contribute to mitosis. The Retinoblastoma protein (RB) and DREAM complex (DP, RB-like, E2F4 and MuvB) cooperate to repress all cell cycle genes during G1 and inhibit entry into the cell cycle. DNA damage activates p53 leading to increased levels of p21 and inhibition of cell cycle progression. Whether the G1/S and G2/M genes are differentially repressed by RB and the RB-like proteins p130 and p107 in response to DNA damage is not known. We performed gene expression profiling of primary human fibroblasts upon DNA damage and assessed the effects on G1/S and G2/M genes. Upon p53 activation, p130 and RB cooperated to repress the G1/S genes. In addition, in the absence of RB and p130, p107 contributed to repression of G1/S genes. In contrast, G2/M genes were repressed by p130 and p107 after p53 activation. Furthermore, repression of G2/M genes by p107 and p130 led to reduced entry into mitosis. Our data demonstrates specific roles for RB, p130-DREAM, and p107-DREAM in p53 and p21 mediated repression of cell cycle genes.

## INTRODUCTION

In response to DNA damage, cells can slow cell cycle progression to enable DNA repair. Repression of cell cycle regulated genes during the DNA damage response contributes to the proliferation arrest. Loss of the tumor suppressor proteins RB and p53 perturb the response of the cell cycle genes to DNA damage in cancer (1). Importantly, DNA damaging agents such as doxorubicin are commonly used as chemotherapeutics in a variety of cancer types (2). Understanding how cell cycle gene expression is repressed in response to DNA damage can provide significant insight into how cancer cells respond to chemotherapy.

Cell cycle gene expression occurs in two distinct waves (3). The early or G1/S wave begins during late G1 and consists of genes encoding factors required for DNA replication. G1/S genes are regulated by the E2F transcription factors that bind to E2F DNA elements in their promoters (4). Activator E2Fs (E2F1, E2F2, and E2F3a) and their dimerization partners (DP1 and DP2) transactivate G1/S cell cycle genes during late G1, enabling cells to pass through the restriction point and enter into S phase (5–8). The RB protein, encoded by the *RB1* retinoblastoma tumor suppressor gene, binds to the activator E2Fs during G0 and G1 and represses G1/S genes (9). In addition to RB, the RB-like protein p130 (encoded by the *RBL2* gene) binds the repressor E2F4 and the MuvB (multivulva class B) core consisting of LIN9, LIN37, LIN52, LIN54 and RBBP4 to form the DREAM complex (DP, RB-like, E2F and MuvB) (10–12). The repressor E2F4 component of DREAM binds to the E2F sites in the G1/S gene promoters (11,13,14). The DREAM complex and RB cooperate to repress G1/S gene expression during G0 (13,15).

The late or G2/M wave of cell cycle genes encodes factors required for mitosis(3,5). During G0 and G1, the DREAM complex binds and represses G2/M genes by MuvB specific binding to CHR elements present in their promoters (11,13–15). During S/G2, the MuvB core sequentially recruits BMYB (*MYBL2*) and then FOXM1 to CHR elements in G2/M gene promoters (16–19). G2/M genes are transactivated by the MYB-MuvB (MMB)-FOXM1 complex (20) upon activation by CDK phosphorylation (10,20,21).

Relief of repression by RB and DREAM of G1/S gene expression during cell cycle entry is dependent, at least in part, on Cyclin-CDK phosphorylation of p130 and RB. During G1, RB is phosphorylated by Cyclin D-CDK4/6 and Cyclin E-CDK2 (13,22,23). Cyclin D-CDK4/6 phosphorylation of p130 during mid-G1 results in DREAM complex disruption in a two step process when phosphorylated p130 and MuvB are released together from chromatin followed by separation of p130 from MuvB and E2F4 release from chromatin (13).

The p107 protein (encoded by the *RBL1* gene) is structurally similar to p130 and has been reported to bind repressor E2F and MuvB in some cell lines (12,22,24). *RBL1* itself is a G1/S gene and is expressed during S phase (25,25). When p107 functions as a cell cycle gene repressor remains unclear as it is phosphorylated and presumably inactivated by Cyclin-CDK complexes in proliferating cells (26,27). We recently reported that, in the absence of p130, p107 can form a DREAM-like complex containing either p107-E2F4 or p107-MuvB during G0 (13). Whether p107 forms a functional transcriptional repressor complex and when it functions remains an open question.

In response to DNA damage, the tumor suppressor protein p53 (*TP53*) is activated and contributes to cell cycle arrest (reviewed in (28)). p53 mediated down-regulation of cell cycle genes after DNA damage is well conserved in human and mouse cells and reflects a key role for p53 in cell cycle arrest (29). Emerging evidence indicates that p53 acts as an activator of gene expression and indirectly represses cell cycle gene expression (5,30). Cellular stresses that induce DNA damage can block cell cycle progression at the G1/S checkpoint. DNA damage activation of p53 leads to increased levels of the CDK inhibitor p21 (*CDKN1A*) that, in turn, can inhibit Cyclin E-CDK2 and Cyclin A-CDK2 kinase activity (31,32). The DREAM complex is stabilized and bound to the G1/S and G2/M gene promoters when p21 is activated by p53 (33–35). In addition, RB contributes to p53 dependent down-regulation of many cell cycle genes (36–41). Whether DREAM and RB cooperate to repress G1/S and G2/M genes in response to p53 activation of p21 is not known. Here, we sought to determine the specific roles of p130, p107, RB and the DREAM complex in regulating G1/S and G2/M cell cycle gene levels upon DNA damage.

## MATERIALS AND METHODS

### Cell culture

HFFs were grown in DMEM supplemented with 15% fetal bovine serum, 1% Pen/Strep (Gibco), and 1% GlutaMAX (Gibco) at 37°C in 5% CO_2_. SaOS-2 cells with inducible p21 were a gift from Panagiotis Galanos and grown in DMEM supplemented with 10% fetal bovine serum, 1% Pen/Strep and 1% GlutaMAX (44). Where indicated, cells were treated with 350 nM doxorubicin (Cell Signaling), 250 nM RG7388 or 1 μg/ml doxycycline (Sigma-Aldrich).

### RNA sequencing and analysis

Total RNA was isolated from HFFs using Qiagen RNeasy plus kit, treated with DNase (Turbo DNA-free, Life Technologies), and quality control checked using Qubit, TapeStation, and qPCR. Libraries were prepared using Kappa stranded mRNA Hyper Prep and single-end sequenced using Illumina NS500. SaOS-2 total RNA was isolated using Qiagen RNAeasy plus kit, quality checked and quantified using the Agilent Bioanalyzer 2100 in combination with the RNA 6000 Nano Kit (Agilent Technologies). Libraries were constructed from 500 ng of total RNA using TruSeq stranded mRNA Library Preparation Kit (Illumina) following the manufacturer's description. Quantification and quality check of cDNA libraries was performed using the Agilent Bioanalyzer 2100 in combination with the DNA 7500 Kit. Libraries were pooled and sequenced in one lane on a HiSeq2500 in 51 cycle/single-end/high-output mode. Reads were mapped to the Hg19 genome by STAR (57). HTseq was used to generate count file with gene names (58). R package *DESeq2* was used to normalize counts (mean-ratio method), calculate total reads, and determine differential gene expression (59). MA plots were generated to display differentially expressed genes. Principal component analysis showed sufficient clustering of biological replicates. Volcano plots were generated using R package *EnhancedVolcano* (60). Heatmaps were generated using R package *ggplot2* function heatmap.2 (61).

### Cell cycle gene lists

Predicted G1/S and G2/M genes were extracted from an earlier meta-analysis (5). A list of ‘high-stringency’ G1/S and G2/M genes displayed peak expression in G1/S or G2/M respectively in at least three out of five cell cycle datasets. A list of ‘low stringency’ G1/S and G2/M genes displayed peak expression respectively in at least two out of five cell cycle datasets. Gene lists are reported in Supplemental Table S1.

### siRNA knockdown

Cells were transfected with 5 pmol siRNA using Lipofectamine RNAiMAX Transfection Reagent (Life Technologies). Specific siRNA oligos are reported in Supplemental Table S2.

### RT-qPCR

For RT-qPCR in HFF samples, total RNA was isolated using Qiagen RNeasy plus kit. cDNA was synthesized using High-Capacity reverse transcription kit (Thermo). qPCR was performed using Brilliant III SYBR Master Mix using Aria Mx3000 real time PCR machine (Agilent Genomics). Ct values were normalized to ACTB and B2M. For RT-qPCR in SaOS-2 p21 samples, RT-qPCR was performed on a Quantstudio 5 (ThermoFisher) using the Power SYBR Green RNA-to-CT 1-Step Kit (ThermoFisher). Ct values were normalized to U6. Primer sequences are reported in Supplemental Table S2.

### Cell cycle analysis

To measure S phase, cells were incubated with BrdU for 1 h before harvest, permeabilized with 2N HCl and blocked with Super Block Buffer (Thermo) in 0.1 M sodium borate for incubation with anti-BrdU-FITC antibody (Fisher Scientific) and propidium iodide with RNase I before analysis by flow cytometry (BD FACS Canto II). To measure mitosis, cells were harvested and fixed in 4% formaldehyde and then 70% cold ethanol. Cells were incubated with anti-phospho-H3-Alexa488 antibody (Cell Signaling) and propidium iodide with RNase I before flow cytometry.

### Protein analysis

Whole cell lysates were prepared in EBC lysis buffer, resolved by SDS-PAGE, and immunoblotted on nitrocellulose membranes as previously described (13). To preform immunoprecipitations, whole cell lysates were incubated with antibody and magnetic Protein A/C beads overnight at 4°C. Beads were washed 5× with EBC lysis buffer and analyzed by immunoblot. Antibodies are reported in Supplemental Table S2.

## RESULTS

### Cell cycle genes are deregulated after DNA damage in cells lacking RB and p130

To determine the roles of RB and p130 in response to DNA damage, we utilized primary HFFs with CRISPR-Cas9 mediated knockout of *RB1* (RB) or *RBL2* (p130) selected sequentially using puromycin (puro) and neomycin (neo) resistance cassettes and confirmed by next generation sequencing (13). RB and p130 were deleted alone or in combination to generate sgP130 (sgControl-puro, sgP130-neo), sgRB1 (sgRB1-puro, sgControl-neo), sgRB1+sgP130 (sgRB1-puro, sgP130-neo) and Control (sgControl-puro, sgControl-neo) cells. Reduced levels of p130 and RB protein were observed in the appropriate knockout lines by immunoblot of lysates prepared from contact-arrested, serum-starved, quiescent cells (Figure 1A). As previously reported, increased levels of p107 and Cyclin E, encoded by G1/S genes, were observed in the quiescent single knockout sgRB1 and double knockout sgRB1+sgP130 knockout cells compared to Control cells (42). Increased levels of p107 were also detected in the single knockout sgP130 cells (Figure 1A).

**Figure 1.**
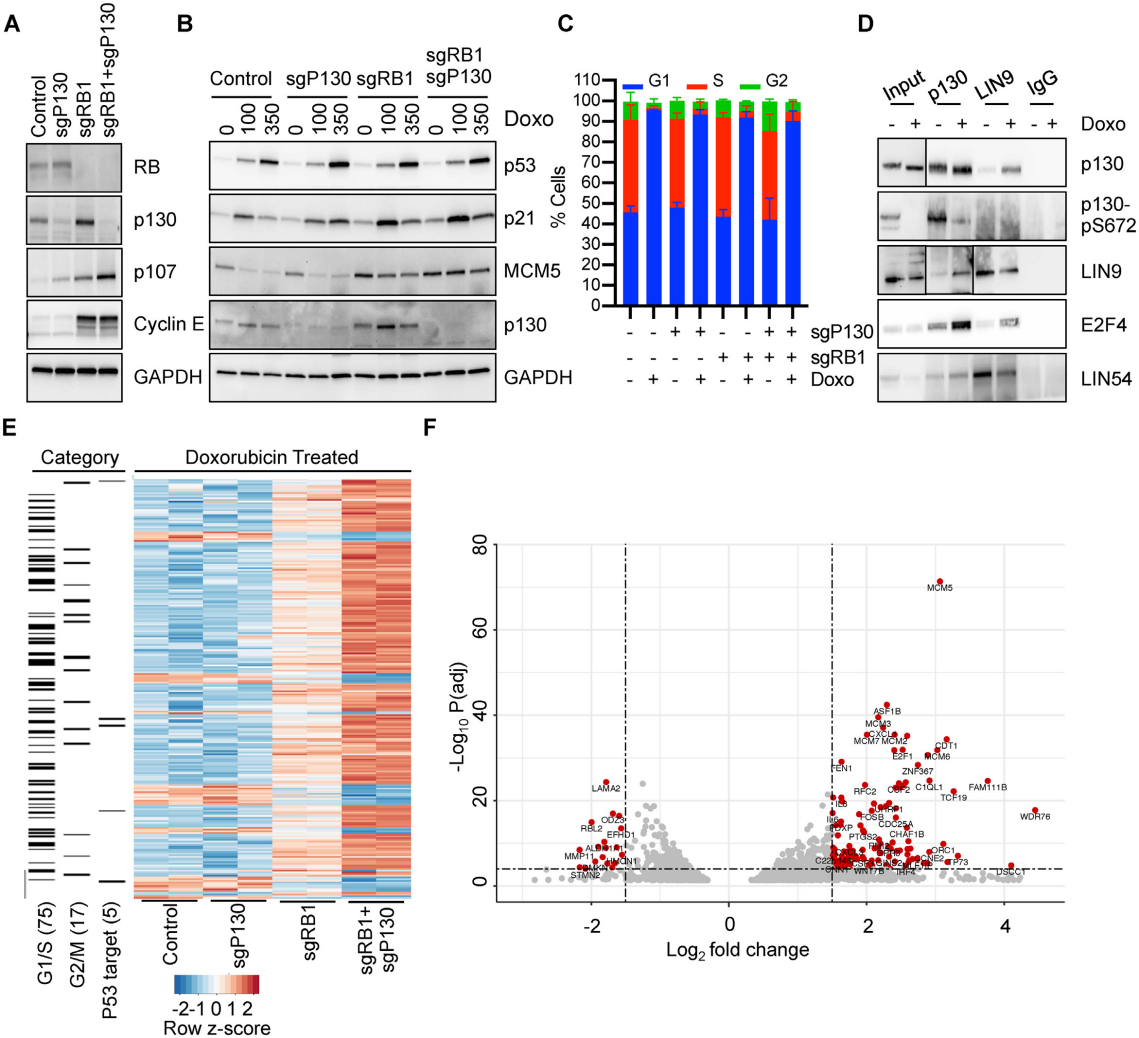
Cell Cycle genes are deregulated after DNA damage in cells lacking RB. (**A**) Immunoblot of HFFs with CRISPR-Cas9 mediated knockout of p130 and/or RB in contact arrest and serum starvation conditions. (**B**) Immunoblot of Control, sgP130, sgRB1, or sgRB1+sgP130 cells split into doxorubicin and harvested after 24 h. (**C**) Same as (**B**) but cell cycle phase was determined by BrdU incorporation and PI stain (*n* = 3). (**D**) Immunoblot of lysates prepared from p130, LIN9 and IgG immunoprecipitations using lysates from HFFs split into doxorubicin and harvested after 24 h. (**E**) RNA-seq of Control, sgP130, sgRB1, or sgRB1+sgP130 cells split into doxorubicin and harvested 24 h later (*n* = 2). Heatmap comparing top 250 differentially expressed genes amongst doxorubicin treated samples for each cell line with G1/S, G2/M or p53 target gene categorization indicated. (**F**) Volcano plot of differentially expressed genes from (**E**) with cut off of Log_2_ fold change of 1.5 and adjusted *P* value of 0.0001. See also Supplemental Figure S1.

To determine if loss of p130 and RB affected levels of cell cycle genes after DNA damage, contact arrested knockout HFFs were split into subconfluent cultures with increasing concentrations of doxorubicin for 24 h before harvesting (Figure 1B). We observed an increase in p53 and p21 levels with doxorubicin treatment in each cell line, indicating that loss of p130 or RB did not affect p53 activation (Figure 1B). Notably, levels of MCM5, encoded by a G1/S gene, were similarly decreased in Control and sgP130 cells after doxorubicin but were not reduced in cells lacking RB alone or both RB and p130 (Figure 1B). As expected, untreated cultures harvested 24 h after release from contact arrest were enriched for cells in S phase (Figure 1C). Strikingly, doxorubicin resulted in a significant enrichment of cells in G1 and reduced levels in S phase in all four cell types despite persistent MCM5 expression in sgRB1 and sgRB1+sgP130 cells.

The DREAM complex is normally present in quiescent cells and is disrupted with release of p130 from MuvB and E2F4 upon entry into the cell cycle. To examine the status of the DREAM complex in cells undergoing DNA damage, lysates were prepared from parental HFFs with or without doxorubicin treatment after release from contact arrest for 24 h. Consistent with the disruption of the DREAM complex upon entry into S phase, untreated cells had low levels of co-immunoprecipitation of p130 with E2F4 and the MuvB components LIN9 and LIN54. In contrast, doxorubicin treated cells had increased levels of MuvB, E2F4, and p130 co-precipitation indicative of an intact DREAM complex. Consistent with this observation, doxorubicin treatment led to reduced levels of p130-pS672, a marker of Cyclin D-CDK4 activity (Figure 1D) (13).

To measure the impact of RB and p130 loss on cell cycle gene expression after DNA damage, we performed RNA-seq of sgP130, sgRB1, sgRB1+sgP130 and Control cells treated with doxorubicin. We performed differential gene expression analysis between doxorubicin treated samples to generate a heat-map of the top 250 significantly altered genes (Figure 1E). Many (75) of the top 250 differentially expressed genes were G1/S genes while fewer (17) G2/M genes were differentially expressed (Figure 1E). Control and sgP130 cells had similarly lower levels of differentially expressed genes compared to sgRB1 and sgRB1+sgP130 cells. Strikingly, sgRB1+sgP130 cells showed a stronger differential effect than the sgRB1 cells. A volcano plot comparing Log_2_ fold change and adjusted *P* value revealed that the most significantly up-regulated genes were predominantly G1/S genes including *MCM5*, *ASF1B, CDT1*, *E2F1* and *FAM111B* (Figure 1F). In contrast, the down-regulated genes were not predominately cell cycle regulated. Furthermore, very few direct p53 target genes were differentially expressed, consistent with the observation that they were activated to similar levels in response to doxorubicin in each of the cell lines when compared by pairwise analysis and by RT-qPCR of p21 (*CDKN1A*) and PUMA (Supplementary Figure S1A–C). Changes in expression between cell lines did not reflect differences in basal levels of expression as untreated cells had very few differentially expressed genes (Supplementary Figure S1D and E).

### p53 and p21 are required to repress G1/S and G2/M genes after DNA damage

To determine the contribution of p53 and p21 to repression of G1/S and G2/M genes, HFFs were transfected with siRNA against *TP53*, *CDKN1A*, or a control sequence for 48 h, then split into fresh media containing doxorubicin and harvested 24 h later (Figure 2A). Doxorubicin treatment of siControl cells led to increased levels of p53 and p21 protein and mRNA (Figure 2B and C), and a significant reduction in levels of several G1/S genes (*CDC6*, *E2F1*, *MCM5* and *ORC1*) and G2/M genes (*BUB1*, *KIF23*, and *PLK4*) (Figure 2D and E). In contrast, when p53 was knocked down, we observed significantly increased levels of G1/S genes and loss of repression of G2/M genes in response to doxorubicin. Similarly, in cells with p21 knockdown, doxorubicin treatment led to increased levels of the G1/S genes *CDC6* and *E2F1* compared to control siRNA cells (Figure 2F and G). Levels of *MCM5* and *ORC1* were also significantly higher in the p21 knockdown cells compared to the control cells in response to doxorubicin. Levels of several G2/M genes were also significantly de-repressed in the p21 knockdown cells compared to control knockdown cells in response to doxorubicin (Figure 2H). These data indicate that repression of G1/S and G2/M genes in HFFs after DNA damage was dependent on p53 and, at least in part, on p21.

**Figure 2.**
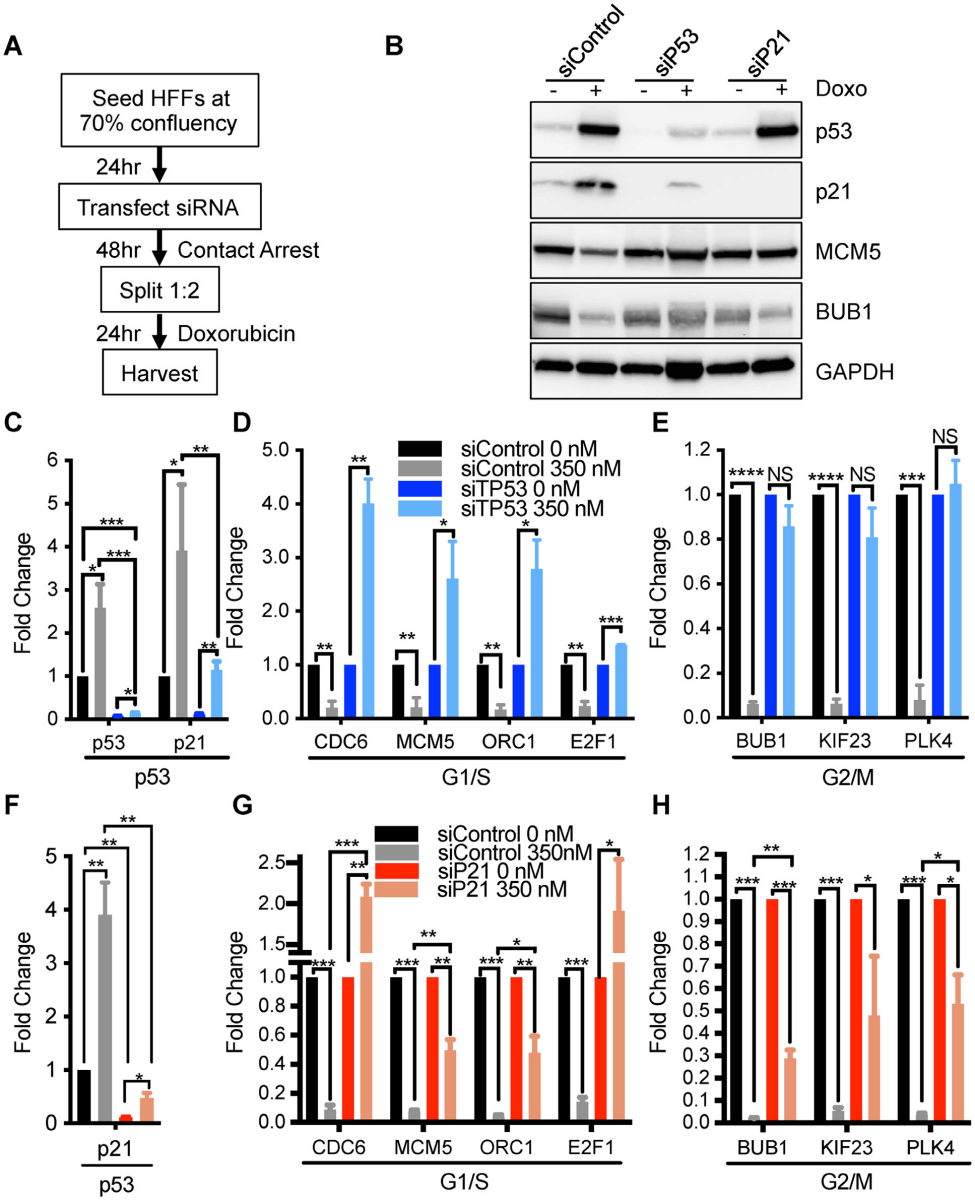
Reduced levels of cell cycle genes after DNA damage is dependent on p53 and p21 in HFFs. (**A**) Schematic of experimental design for B–H. (**B**) Parental HFFs transfected with indicated siRNA were released from contact arrest into 350 nM doxorubicin and assessed by immunoblot after 24 h. (**C**) Same as B, but cells transfected with siTP53 were assessed by RT-qPCR for p53 target genes normalized to siControl untreated cells (n = 3). (**D** and **E**) Same as C but fold change for G1/S (**D**) or G2/M (**E**) genes was normalized to untreated for each siRNA condition (n = 3). (**F**) Same as B, but cells transfected with siP21 were assessed by RT-qPCR for p53 target genes normalized to siControl untreated cells (*n* = 3). (D and E) Same as F but fold change for G1/S (**G**) or G2/M (**H**) genes was normalized to untreated for each siRNA condition (n = 3). Student's t-test was used to measure significance between indicated samples. *P* values are as indicated as * for <0.05, ** for <0.01, *** for <0.001, and **** for <0.0001. NS indicates *P* value >0.05.

### RB is required to repress G1/S genes after p53 activation

Given the distinct effects of RB and p130 loss on G1/S and G2/M genes in response to doxorubicin, we suspected that G1/S and G2/M genes were differentially repressed by RB and DREAM complexes. First, we asked whether loss of RB or p130 affects expression of a list of high-stringency G1/S genes (61 genes) (Figure 3A). We performed pairwise analysis of each cell line in the presence or absence of doxorubicin and measured the Log_2_ fold change of these genes. Loss of RB alone significantly reduced the level of repression on G1/S genes by doxorubicin and the combined loss of RB and p130 nearly eliminated the repression effect (Figure 3A). Similar to the effect on the high stringency G1/S genes response, levels of a list of lower stringency G1/S genes (573 genes) were also affected by doxorubicin treatment (Figure 3B). More than 300 G1/S genes were differentially expressed in the Control, sgP130, and sgRB1 knockout cells, while only 59 of 573 G1/S genes changed significantly in sgRB1+sgP130 cells. We identified the top 5 most differentially expressed genes from Figure 1E and plotted the Log_2_ fold change for *MCM5*, *ASF1B*, *MCM3*, *MCM2* and *CDC6* (Figure 3C). Combined loss of RB and p130 resulted in the largest increase in G1/S gene expression compared to sgRB1 cells, demonstrating cooperative repression by p130 and RB. While loss of p130 alone did not strongly change the downregulation of these genes, and loss of RB led to a partial loss of repression, loss of both RB and p130 had near complete loss of repression of G1/S genes. To validate these observations, we performed RT-qPCR for several G1/S genes and found a similar effect (Supplementary Figure S2A-D). These results indicate that the double knockout sgRB1+sgP130 cells had impaired control of G1/S genes after DNA damage compared to that observed in cells with loss of RB or p130 alone.

**Figure 3.**
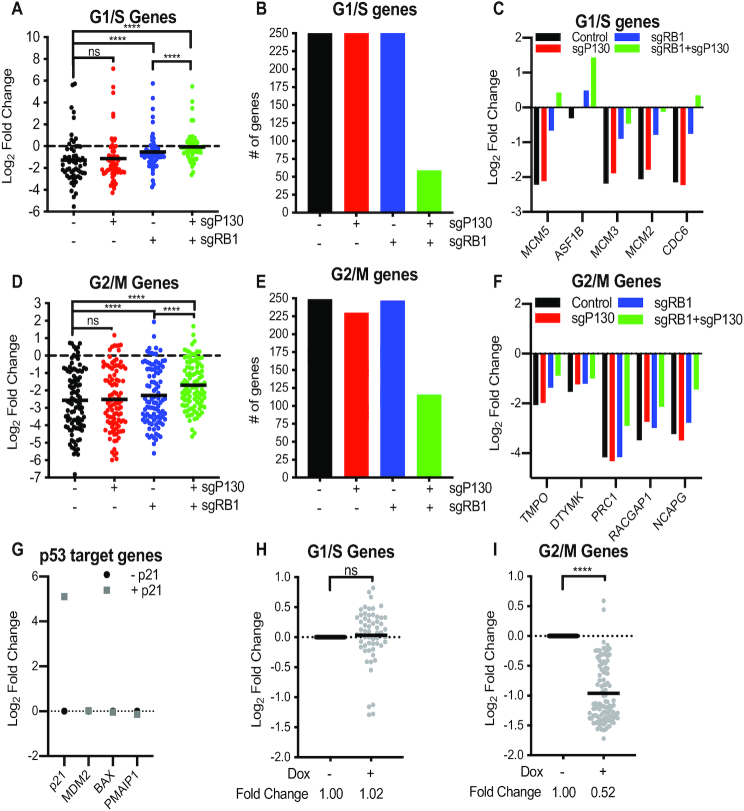
G1/S and G2/M genes are differentially repressed after p53 activation when RB or p130 are lost. (**A**) Log_2_ fold change of high stringency G1/S genes measured by differential gene expression analysis comparing 0–350 nM doxorubicin treated samples for each cell line (*n* = 2). Statistical analysis performed using Wilcoxon matched-pairs signed rank test. (**B**) Number of G1/S genes differentially expressed in pairwise differential gene expression analysis. (**C**) Log_2_ fold change of G1/S genes in pairwise analysis from 3A. Gene list generated from genes with lowest adjusted *P* value in analysis from 1E. (**D**) Log_2_ fold change of high stringency G2/M genes measured by differential gene expression analysis comparing 0–350 nM doxorubicin treated samples for each cell line (*n* = 2). Statistical analysis performed using Wilcoxon matched-pairs signed rank test. (**E**) Number of G2/M genes differentially expressed in pairwise differential gene expression analysis. (**F**) Log_2_ fold change of G2/M genes in pairwise analysis from 3D. Gene list generated from genes with lowest adjusted *P* value in analysis from 1E. (**G**) RNA-seq of SaOS-2 cells with doxycycline inducible p21 expression (*n* = 3). Log_2_ fold change of p53 target genes. (H and I) Differential gene expression levels of high stringency G1/S (**H**) and G2/M (**I**) genes after p21 induction in SaOS-2 cells. Statistical test with Wilcoxon matched-pairs signed rank test. *P* values indicated as *<0.05, **<0.01, ***<0.001, ****<0.0001, NS: non significant. See also Supplemental Figures S2–S4.

Next, we tested if doxorubicin induced repression of cell cycle genes was generalizable to other methods of p53 activation by using RG7388, a potent MDM2 inhibitor (Supplementary Figure S3) (43). Parental HFFs were split into RG7388 and assessed for p53 response after 24 h (Supplementary Figure S3A). We observed an increase in p53 and p21 protein levels in response to RG7388. MDM2 inhibition led to similar levels of p53 activation regardless of RB or p130 status as measured by the increase in p21 mRNA and p53-pS15 protein levels (Supplementary Figure S3B-C). Similar to the doxorubicin treated cells, MDM2 inhibitor treated control and p130 knockout cells showed a significant reduction in the levels of the G1/S genes *MCM5* and *E2F1* (Supplementary Figure S3B, S3D-E). In contrast, cells lacking RB alone (sgRB1) or both RB and p130 (sgRB1+sgP130) had a decreased response of *MCM5* and *E2F1* to MDM2 inhibition. Differences in gene expression were not due to differences in cell cycle status (Supplementary Figure S3F). These data indicate that RB was required for reduced levels of G1/S genes after p53 activation by either doxorubicin or MDM2 inhibition.

### P130 contributes to the repression of G2/M gene expression after p53 activation

Since p130 binds to G2/M gene promoters by CHR elements and RB is not known to significantly occupy G2/M promoters, we suspected that p130 could contribute to repression of G2/M promoters after p53 activation. To determine the effect of p130 and RB loss on G2/M genes after doxorubicin treatment, the pairwise Log_2_ fold change of a list of high stringency G2/M genes (104 genes in each cell line) was assessed (Figure 3D). Levels of G2/M genes were strongly repressed in all four cell lines (Figure 3D). Loss of RB and p130 in combination resulted in a partial rescue of expression of high stringency G2/M genes while sgRB1+sgP130 cells was significantly higher (Figure 3D). Notably, more than 225 genes from a list of 433 low stringency G2/M genes were differentially expressed after doxorubicin treatment of Control, sgP130, and sgRB1 cells. In contrast, less than half of these genes were differentially expressed in the sgRB1+sgP130 cells (Figure 3E). While we observed a partial rescue of G2/M genes in sgRB1+sgP130 cells, levels were not restored to baseline after doxorubicin treatment (Figure 3F, Supplemental Figure S2E).

To determine if loss of RB resulted in deregulation of G1/S and G2/M genes in a cancer cell line, we employed SaOS-2 osteosarcoma cells. SaOS-2 cells are null for RB and p53 but can undergo cell cycle arrest after exogenous expression of p53 or p21 (44,45). In addition, SaOS-2 cells can form an intact DREAM complex in response to exogenous expression of RB (46). 

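RNA sequencing data were analysed here for 6 libraries of SaOS-2 cells carrying the inducible p21 vector, 3 from cells without doxycycline (p21 OFF) and 3 from cells given 1 μg/ml doxycycline (p21 ON). The sample labels give 24 h of doxycycline, and the paper's text gives the dose without the hours. Doxycycline is a tetracycline antibiotic that switches on the vector's promoter. No library of cells given doxycycline without the p21 vector was analysed here, so an effect of the drug and an effect of p21 are not separated. The authors mapped the reads to the hg19 genome with STAR, counted them on genes with HTSeq and divided the counts of each library by its DESeq2 size factor, and the deposited table holds these normalized counts for 23228 gene names. In each library 100% of the values were whole multiples of one step, which returned the number of reads behind each value. The p21 OFF libraries held 12795490, 20914151 and 21975045 reads on genes and the p21 ON libraries 13440402, 12918390 and 16630552, so the p21 OFF median of 20914151 lay above the p21 ON median of 13440402. Differential expression was tested with limma on log2(normalized count + 1) over the 13255 genes with a mean normalized count of at least 10, and fold changes are on that scale, which understates the change of weakly expressed genes. With an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment, 1393 genes were higher and 1681 were lower in p21 ON cells. Scaling by library size alone gave 2034 higher and 1194 lower. Without p21 ON replicate 1 the genes called higher numbered 695 and the genes called lower 887, and without p21 ON replicate 3 the numbers were 739 and 1077. The quasi-likelihood test of edgeR on the recovered reads called 1431 genes higher and 1665 lower, and 1358 and 1642 of these were also called by limma. DESeq2 on the recovered reads called 1011 genes higher and 1466 lower, of which limma also called 1008 and 1440.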

We performed RNA-seq with SaOS-2 cells engineered with a doxycycline-inducible p21 vector (44). RNA was collected from SaOS-2 cells with and without doxycycline induced p21 expression (Figure 3G-I, Supplemental Figure S4). As expected, induction of p21 led to increased levels of *p21* transcript but no increases in other p53 response genes including *MDM2*, *BAX* or *PMAIP1* (Figure 3G). 

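CDKN1A, the gene of the p21 transcript, lies on chromosome 6 of GRCh37 from 36644237 to 36655114 on the plus strand. It had 43691 ± 3138 normalized counts (SD, n = 3) in p21 ON cells and 1266 ± 84.5 (SD, n = 3) in p21 OFF cells. Its log2 fold change was 5.11 (standard error 0.07, adjusted p = 1.12e-19 from limma with Benjamini-Hochberg adjustment), and every p21 ON library lay above every p21 OFF library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 5.06 and 5.16. Reads of the vector's p21 and of the cells' own CDKN1A are counted together in this value, and its exons overlap those of the antisense gene DINOL. MDM2, on chromosome 12 from 69201957 to 69239324, had 2479 ± 171 normalized counts (SD, n = 3) with p21 ON and 2441 ± 123 (SD, n = 3) with p21 OFF, a log2 fold change of 0.02 (standard error 0.07, adjusted p = 0.841 from limma). BAX, on chromosome 19 from 49458072 to 49465055, had 935 ± 31.3 and 964 ± 81.4 normalized counts (SD, n = 3 each), and its log2 fold change of -0.04 was smaller than the spread between replicates (adjusted p = 0.713 from limma). PMAIP1, on chromosome 18 from 57567228 to 57571537, had 762 ± 8.83 and 839 ± 74.2 normalized counts (SD, n = 3 each) and a log2 fold change of -0.13 (adjusted p = 0.201 from limma). The sign of MDM2 changed when p21 OFF replicate 2, p21 ON replicate 1 or p21 ON replicate 2 was left out, and that of BAX when p21 OFF replicate 1 was left out or under scaling by library size alone, and neither gene was called in any of these fits. MDM2 overlaps exons of genes on the opposite strand, and whether the counting used the strand is not stated in the paper's text.

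**Figure D1:**
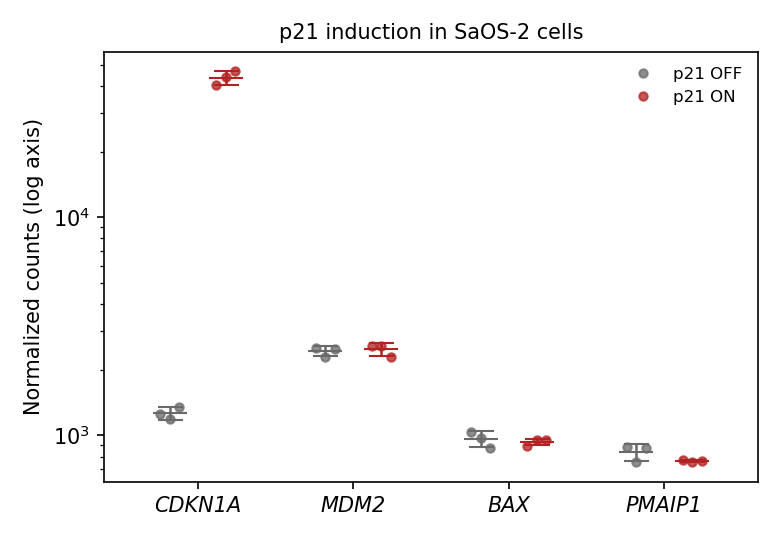
Normalized counts of CDKN1A, MDM2, BAX and PMAIP1 on a log axis. Points are the 3 p21 OFF and 3 p21 ON libraries, and horizontal marks with error bars are the mean and SD of each group. CDKN1A rises from 1266 to 43691, and the libraries of the other genes overlap between the groups.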

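The copy of Supplemental Table S1 used here lists 60 high-stringency G1/S genes, where the paper gives 61, and its low-stringency G1/S list is also 1 gene short of the 573 that the paper gives. Because of the missing gene, no test across the genes of a list was run, and lists are described by medians, counts and a score per library. Of the 60 genes, 57 passed the filter on low values. Their median log2 fold change after p21 induction was 0.10, with an interquartile range from -0.13 to 0.31, and 35 genes rose and 22 fell. The mean of the list was 0.03, and scaling by library size alone gave a median of 0.14. By limma with an adjusted p-value under 0.05, 20 genes were higher, 10 were lower and 27 were neither. Adjusted over the list alone, 20 were higher and 13 lower. The 3 p21 ON libraries lay wholly above the p21 OFF libraries for 20 genes and wholly below for 14, where chance gives 10% of genes in both directions together. The list score, the mean over the list of log2(normalized count + 1) after subtraction of each gene's mean, was 0.02 ± 0.03 (SD, n = 3) in p21 ON and -0.02 ± 0.0048 (SD, n = 3) in p21 OFF libraries (exact two-sided permutation test, p = 0.3; the smallest possible is 0.1). The largest rises were those of CCNE2 on chromosome 8, CCNE1 on chromosome 19 and TRIM45 on chromosome 1. CCNE2 went from 832 ± 98.8 to 1455 ± 107 normalized counts (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.08, adjusted p = 9.15e-07 from limma), CCNE1 rose by 0.73 and TRIM45 by 0.59. Among the largest falls were those of EXO1 on chromosome 1 and MCM10 on chromosome 10. EXO1 went from 270.6 ± 8.62 to 111.2 ± 13.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.11, adjusted p = 8.01e-08 from limma), and MCM10 had a log2 fold change of -1.26. CCNE2 and EXO1 overlap exons annotated on the opposite strand. In the low-stringency list 538 genes were tested, with a median log2 fold change of 0.0035, 89 called higher and 117 lower. Its list score was -0.024 ± 0.024 (SD, n = 3) in p21 ON and 0.024 ± 0.0013 (SD, n = 3) in p21 OFF libraries, with every p21 ON library below every p21 OFF library (exact two-sided permutation test, p = 0.1, the smallest possible).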

Similar to HFFs lacking RB, SaOS-2 cells were unable to repress G1/S genes after p21 induction, consistent with a requirement for RB to repress G1/S genes (Figure 2H). In contrast, G2/M genes were significantly repressed upon p21 induction, indicating that RB was not required for repression of G2/M genes (Figure 3I). 

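The copies of the high-stringency and low-stringency G2/M lists are each 1 gene short of the 104 and 433 genes that the paper gives. Of the high-stringency genes, 101 were tested, and their median log2 fold change was -1.15, a fold change of 0.45, with an interquartile range from -1.34 to -0.54. The mean of the list was -0.95. By limma with an adjusted p-value under 0.05, 93 genes were lower, none was higher and 8 were neither; at an unadjusted p under 0.05, 97 were lower and 2 higher. Adjusted over the list alone, the numbers were 97 lower and 2 higher. A single gene of the list was called higher under scaling by library size alone, with pseudocount 10, with at least 10 reads required in every library and without p21 ON replicate 3. All 3 p21 ON libraries lay below all 3 p21 OFF libraries for 97 genes and above for 2, where chance gives 10% of genes in both directions together. The list score was -0.47 ± 0.03 (SD, n = 3) in p21 ON and 0.47 ± 0.01 (SD, n = 3) in p21 OFF libraries, with no overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). AURKB, on chromosome 17 of GRCh37 from 8108051 to 8113918, fell most, from 926 ± 71.8 to 276 ± 23.1 normalized counts (SD, n = 3 each). Its log2 fold change was -1.74 (standard error 0.08, adjusted p = 5.57e-11 from limma). CDCA3, on chromosome 12, and PBK, on chromosome 8, followed with log2 fold changes of -1.60 and -1.56. CDCA3 overlaps an exon annotated on the opposite strand. In the low-stringency list 418 genes were tested, with a median log2 fold change of -0.31, 247 called lower and 5 higher. The 5 became 2 without p21 ON replicate 1 and 10 without p21 OFF replicate 3. From the fall of the G2/M genes in cells that lack RB, the paper concludes that their repression did not need RB.

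**Figure D2:**
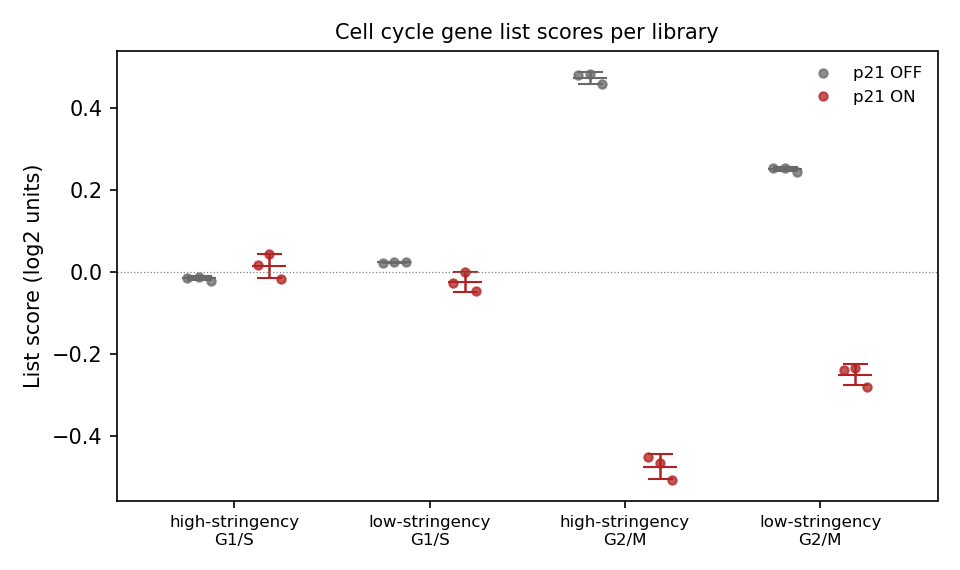
List scores of the 4 cell cycle gene lists in log2 units. Points are the 3 p21 OFF and 3 p21 ON libraries, and horizontal marks with error bars are the mean and SD of each group. The high-stringency G2/M score is 0.47 in p21 OFF and -0.47 in p21 ON libraries, and the high-stringency G1/S scores lie near 0 in both.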

Consistent with our observations with HFFs, the absence of RB nearly eliminated repression of G1/S genes but had a limited impact on repression of G2/M genes.

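In SaOS-2 cells the contrast between the lists was computed within each library as the high-stringency G2/M score minus the G1/S score. It was 0.49 ± 0.0094 (SD, n = 3) with p21 OFF and -0.49 ± 0.02 (SD, n = 3) with p21 ON, a difference of -0.98 (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With the low-stringency lists the difference was -0.45, and with the median in place of the mean it was -1.18.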

### P107 represses G1/S and G2/M gene expression

Given the increase in p107 protein levels in p130 knockout cells (Figure 1A) and its ability to bind to E2F4 and MuvB, we tested if p107 could contribute to repression of the G2/M genes in response to p53 activation. SgP130 and sgRB1+sgP130 cells were transfected with siRNA against p107 or a control sequence, released from contact arrest by splitting and replating followed by doxorubicin treatment for 24 h. Knockdown of p107 in both cell lines led to a significant decrease in the p107 mRNA transcript as measured by RT-qPCR and normalized mean counts (Supplementary Figure S5A and B). Levels of p53 direct target genes were significantly increased in response to doxorubicin with a mean fold change of approximately 3 fold in both cell lines regardless of p130, RB, or p107 status (Supplementary Figure S5C). We performed pairwise differential gene expression analysis of each condition compared to untreated sgP130+siControl cells. As expected, doxorubicin treatment led to reduced expression of high stringency G1/S genes in sgP130 cells, but the added knockdown of p107 led to a modest de-repression from 0.38- to 0.43-fold (Figure 4A, Supplemental Figure S5D). Consistent with earlier results, doxorubicin had a reduced effect on repression of G1/S gene in sgRB1+sgP130 cells, while knockdown of p107 led to a further de-repression of G1/S genes, increasing levels from 1.27 to 1.87 fold.

**Figure 4.**
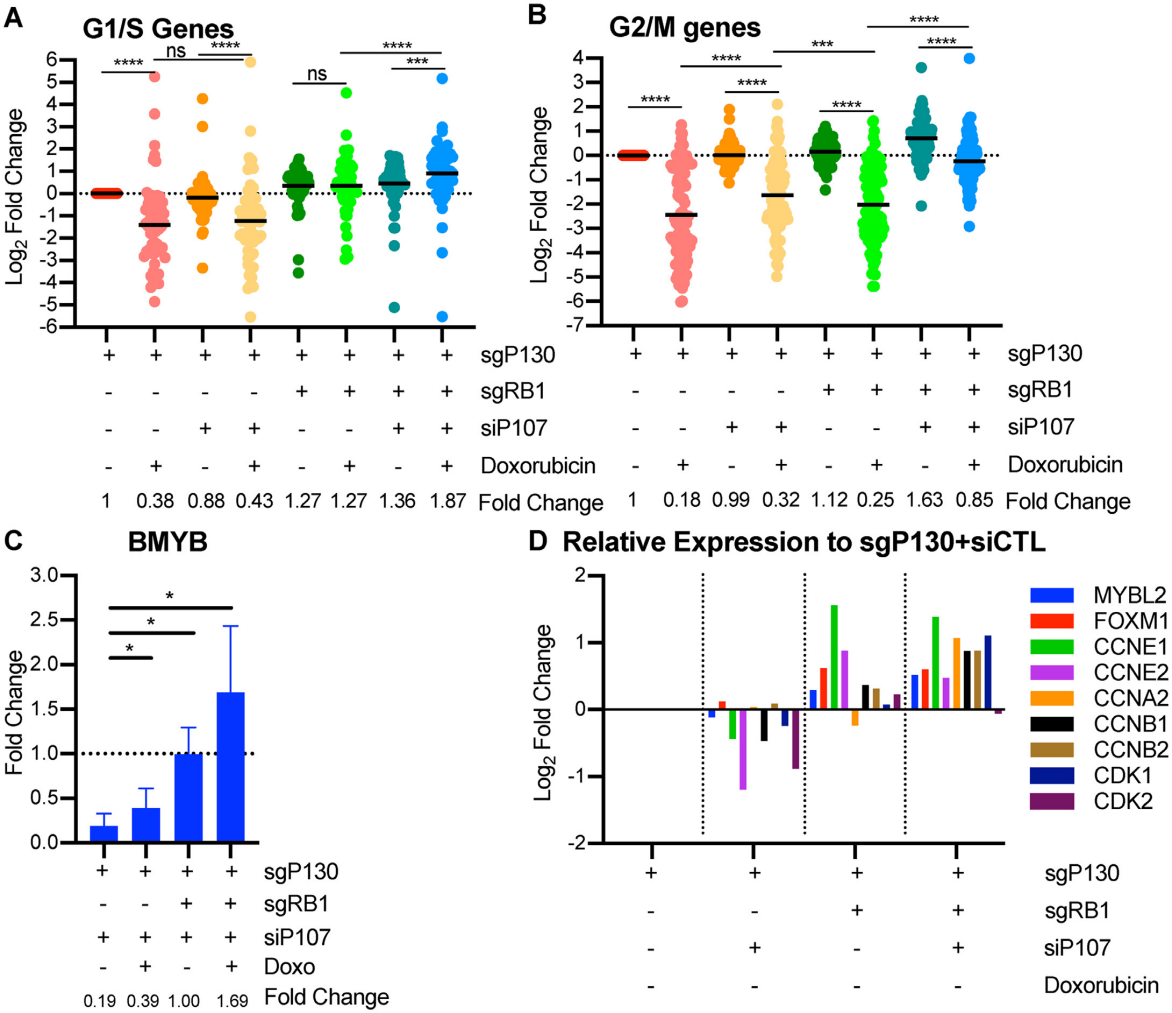
p107 contributes to repression of G1/S and G2/M gene expression after p53 activation in absence of p130 or RB. (**A**) sgP130 or sgRB1+sgP130 HFFs were seeded at 70% density, transfected 24 h later with siRNA against p107 or Control sequence, and split from contact arrest after 48 h into doxorubicin (350 nM). Cells were collected 24 h after release and assessed by RNA-seq and differential gene expression analysis was completed compared to sgP130+siCTL untreated. Expression of high stringency G1/S genes was measured. Statistical analysis using Wilcoxon matched-pairs signed rank test between indicated samples (*n* = 2). (**B**) Same as (A) but with high stringency G2/M genes. (**C**) Same as (A) but transcript levels of BMYB were measured by RT-qPCR and fold change was calculated in relation to untreated for each cell type. Statistical analysis using Student's T-test between indicated samples (*n* = 3). (**D**) Relative expression of MMB-FOXM1 complex and associated genes measured compared to sgP130+siCTL untreated cells using RNA-seq. *P* values indicated as *<0.05, **<0.01, ***<0.001, ****<0.0001, NS: non significant. See also Supplementary Figures S5 and S6.

Next, we measured the effect of p107 loss on expression of G2/M genes in cells treated with doxorubicin (Figure 4B, Supplemental Figure S5E). Remarkably, loss of p107 in the sgP130 single knockout cells led to a significant de-repression of high-stringency G2/M genes. The effect was even more pronounced in sgRB1+sgP130 cells, a finding validated by RT-qPCR for *PLK4* and *BUB1* (Supplementary Figure S5F and G). We confirmed the phenotype using two independent siRNAs or pooled siRNA against p107 in sgRB1+sgP130 cells and found significant de-repression of several high stringency G2/M genes including *BUB1*, *KIF23*, and *PLK4* (Supplementary Figure S6). These findings indicate that p107 contributes to the repression of G1/S and G2/M genes after DNA damage when p130 or RB are lost. Importantly, G2/M gene expression was significantly higher in doxorubicin treated cells lacking p130 and p107 compared to those lacking RB and p130, indicating that loss of p107 and p130 de-repressed G2/M genes to a greater degree than loss of RB and p130 (Figure 4B).

Since RB does not directly bind the promoters of G2/M genes that lack E2F sites, its repression of G2/M genes is likely to be indirect. One possible role for RB in the repression of G2/M genes could be regulation of the levels of the MMB-FOXM1 components, including several that are G1/S genes (13). To address this model, we assessed the expression of BMYB (*MYBL2*) after doxorubicin treatment in sgP130 or sgRB1+sgP130 cells with siP107 (Figure 4C). We found loss of RB, p130, and p107 significantly increased the expression of BMYB with cells lacking all three having the highest expression of BMYB. Furthermore, we found that even in untreated samples, sgRB1+sgP130 cells or sgRB1+sgP130+siP107 cells had significant increased levels of MMB-FOXM1 complex components as well as Cyclin-CDKs that are known positive regulators of this complex (Figure 4D). Previous reports demonstrate that B-MYB and FOXM1 promoter recruitment follows their mRNA and protein levels during the cell cycle (19,20). These data indicate that RB control of G1/S genes that encode for BMYB and Cyclin-CDKs correlates with increased expression of G2/M genes and may explain its indirect control of G2/M gene expression.

### P107 repression of G2/M genes controls entry into mitosis

Given the contribution of p107 to repressing G2/M genes under DNA damage conditions, we asked if p107 could contribute to repression of G2/M genes *PLK4, KIF23*, and *BUB1* in quiescent cells (Figure 5A–C). Using a previously reported method of inducing quiescence in HFF cells lacking RB and p130, cells were seeded at 70% confluency, transfected with siRNA after 24 h, and then serum starved and contact arrested for an additional 48 h (13). Knockdown of p107 in cells lacking p130 alone or lacking both p130 and RB led to a significant increase in levels of several G2/M genes in quiescent G0 cells. Since the impact of p107 loss on repression of G2/M genes in Control and sgRB1 cells was quite modest, p130 likely plays a dominant role to p107 when it is present (Figure 5A–C).

**Figure 5.**
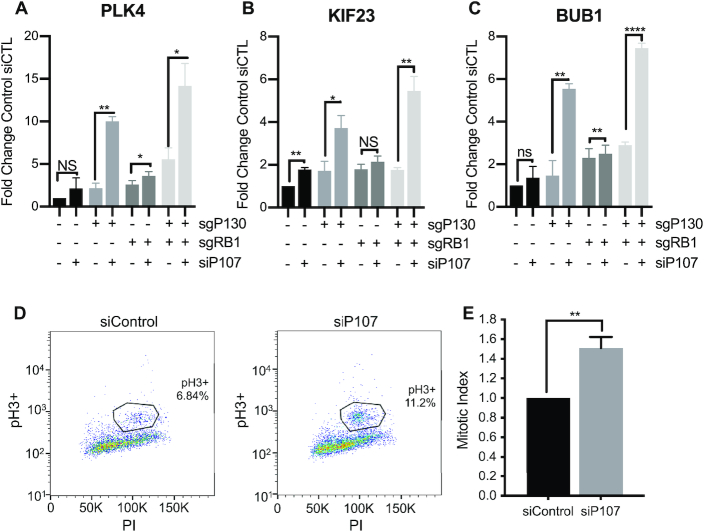
P107 repression of G2/M genes prevents mitotic entry. (**A–C**) RT-qPCR of HFFs with indicated genotype transfected with siRNA and harvested after 48 h of contact arrest and serum starvation (*n* = 3). (**D**) sgRB1+sgP130 cells were transfected with siRNA, contact arrested for 48 h, and then were split into nocodazole and harvested at 30 h and analyzed by flow cytometry using antibody against phospho-H3 and propidium iodide. (**E**) Quantification of pH3+ cells in D. Student's t-test was used to measure significance between indicated samples (*n* = 3). *P* values are as indicated as * for <0.05, ** for <0.01 and *** for <0.001. NS indicates *P* value >0.05.

Given the ability of p107 to repress G2/M genes, we tested if p107 contributed to the entry of cells into mitosis. sgRB1+sgP130 cells were transfected with siControl or siP107, treated with nocodazole to capture cells that have entered mitosis, and analyzed by flow cytometry (Figure 5D). Knockdown of p107 led to a significant increase in the mitotic index (Figure 5E). This data provides a specific and functional role for p107 as a repressor of the G2/M genes during quiescence, DNA damage, and progression to mitosis.

## DISCUSSION

Here, we demonstrate that G1/S and G2/M genes are differentially regulated by RB, p130 and p107 in response to DNA damage. We have previously reported that RB and p130 cooperate to repress G1/S gene expression during quiescence (13). Here, we observed a similar effect where RB and p130 cooperate to repress G1/S genes after p53 activation. RB has a dominant role in reducing levels of the early G1/S genes in quiescence and in response to p53 activation while loss of p130 alone does not affect G1/S gene expression. We found an additional role for p107 in repression of G1/S genes after p53 activation in cells lacking RB and p130. In contrast to the effect on G1/S genes, G2/M genes were specifically repressed by p130 and p107 in response to doxorubicin even in the presence of RB. G2/M genes were de-repressed after p107 knockdown in sgP130 cells as well as in sgRB1+sgP130 cells in quiescent conditions and in response to p53 activation. Furthermore, we observed that p107 repression of G2/M genes restricts entry into mitosis.

We provide evidence for a specific and previously unappreciated role for p107 as a repressor of G2/M gene expression during p53 activation, quiescence, and proliferation. Normally, p107 is not expressed during G0 and early G1 when DREAM is active. Since p107 is a G1/S gene, its peak expression occurs during S phase when p130 is inactivated by cyclin-dependent kinase phosphorylation and degradation (25,47). In sgP130 cells, p107 levels are increased and contribute to specific repression of G2/M genes in quiescence conditions and in response to doxorubicin. Chromatin occupancy studies of endogenous p107 in non-transformed cells have been technically challenging. However, p107 directly binds MuvB or E2F4 in cells lacking p130 and therefore is likely to bind to promoters of G1/S and G2/M genes containing E2F4 and MuvB binding sites. Although p107 has been shown to interact with MuvB in cells and *in vitro*, no specific role for p107 in cell cycle gene repression has been previously reported (12,13,22,24). p130 and p107 compensate for each other during mouse development, as double knockout mice displayed severe developmental defects and delays while single knockouts of either p130 or p107 were viable and fertile (27,47–49).

Although we found a specific role for p130, p107 and RB in repression of G2/M genes in response to doxorubicin, the levels of many G2/M genes remain at least partially reduced after doxorubicin treatment (Figure 4B). This persistent effect may reflect reduced activation of the MMB-FOXM1 complex by p21 mediated inhibition of CDK activity. Cyclin A-CDK phosphorylation of BMYB and FOXM1 contributes to the ability of MMB-FOXM1 to *trans*-activate G2/M genes (50–52). BMYB binding to MuvB facilitates interaction with CHR elements in the G2/M gene promoters (17,33,53). It has also been reported that BMYB has reduced binding to the MuvB core under DNA damage conditions. These effects of p53 and p21 on CDK activity and the MMB-FOXM1 complex may explain why loss of RB, p130, and p107 did not completely restore G2/M gene levels in doxorubicin treated cells (Figure 4B).

The use of primary HFFs enabled specific interrogation of the effects of the three pocket proteins (RB, p130 and p107) in repression of G1/S and G2/M genes after p53 activation. By specifically reducing levels of each pocket protein, we were able to test the individual contributions of RB, p130, and p107 without affecting the MuvB complex, a key activator of G2/M gene expression as part of the MMB-FOXM1 complex. Repression of G2/M genes and inhibition of entry into mitosis by the combined activity of p130 and p107 may be relevant in cancer cells that have disrupted G1/S checkpoint. Cells containing a *RB1* mutation, overexpression of Cyclin D, or loss of p16 have reduced ability to repress G1/S genes in response to p53 and p21 activation. However, as shown here, p130 and p107 cooperate to repress the G2/M genes and reduce entry into mitosis in response to p53 activation even in the absence of RB. Given these effects, cancer cells with mutated RB and p53 would be expected to have reduced ability to repress both G1/S and G2/M genes. Consistent with this model, we demonstrated that exogenous expression of p21 in SaOS-2 cells led to significant repression of G2/M genes.

A recent study examined the control of gene expression after p53 activation by knocking out LIN37, a component of the MuvB core (54). Knockout of LIN37 could affect the ability of p130 to form the DREAM complex, p107 to bind MuvB, and assembly of the MMB-FOXM1 complex leading to indeterminate effects on expression of G1/S and G2/M genes. The presence of a variety of oncogenic mutations in cancer cell lines may also indirectly affect the dependencies on RB, p130, and p107. The use of primary, non-immortalized, early passage fibroblasts enabled the study of specific roles of RB, p130 and p107 without confounding influences of oncogenes or perturbations in the MMB-FOXM1 complex (1,55,56). Nevertheless, investigation of RB, p130, and p107 control of cell cycle gene expression in the context of other oncogenic mutations could provide significant insight into how cell cycle progression is regulated in cancer cells treated with DNA damaging chemotherapeutics. Furthermore, analysis of BMYB and FOXM1 activity in cancer cells lacking RB and p130 could provide significant insight into the activation of G2/M gene expression when G1/S gene expression is deregulated.

In conclusion, we demonstrate p53 mediated down-regulation of cell cycle genes can be functionally separated into the repression of G1/S genes by RB, with contributing effects of p130 and p107, and repression of G2/M genes by p130 and p107 (Figure 6). Together, our results support a model of control of cell cycle gene expression by p53 where RB, p130 and p107 cooperate to repress G1/S genes while p130 and p107 repress G2/M genes.

**Figure 6.**
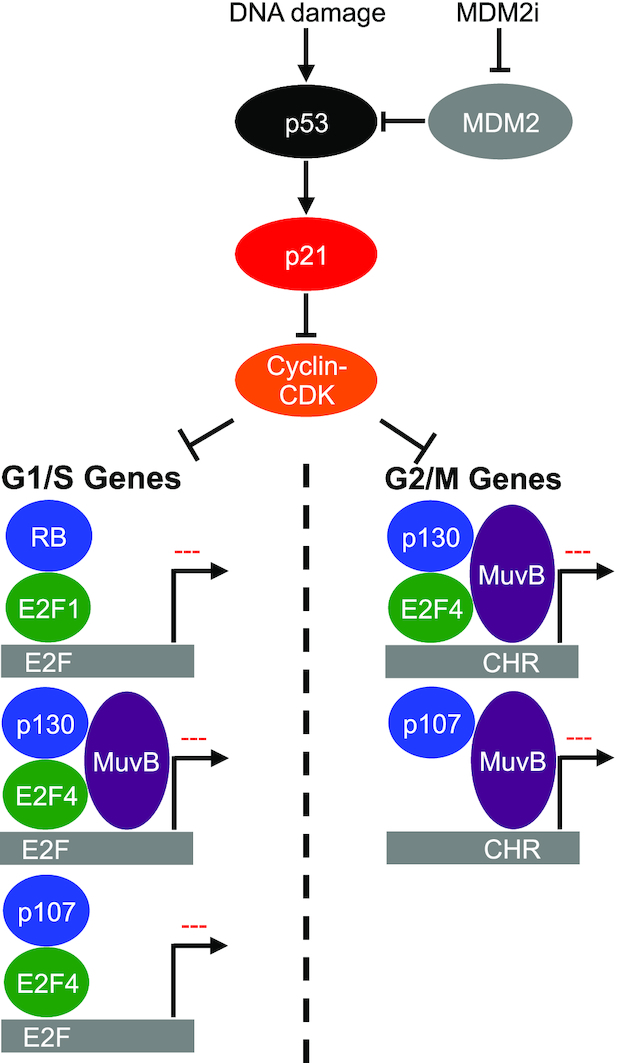
Model for DREAM and RB repression of cell cycle gene expression after p53 activation. P53 activation by DNA damage or inhibition of MDM2 results in increased expression of p21 and inhibition of Cyclin E-CDK2. Decreased CDK2 activity results in restoration of RB and DREAM mediated repression of G1/S gene expression. Under these conditions, DREAM and p107-DREAM are able to bind and repress G1/S and G2/M genes, promoting cell cycle arrest.

## DATA AVAILABILITY

Sequence data are deposited at GEO: GSE128669; GSE128711; GSE135842.

## Supplementary Material

gkz961_Supplemental_Files Click here for additional data file.

# Supplementary material for: RB, p130 and p107 differentially repress G1/S and G2/M genes after p53 activation
**Source:** Nucleic Acids Res. 2019 Oct 31;47(21):11197–208. doi: 10.1093/nar/gkz961
**Supplement:** gkz961_Supplemental_Files

## Slide 1
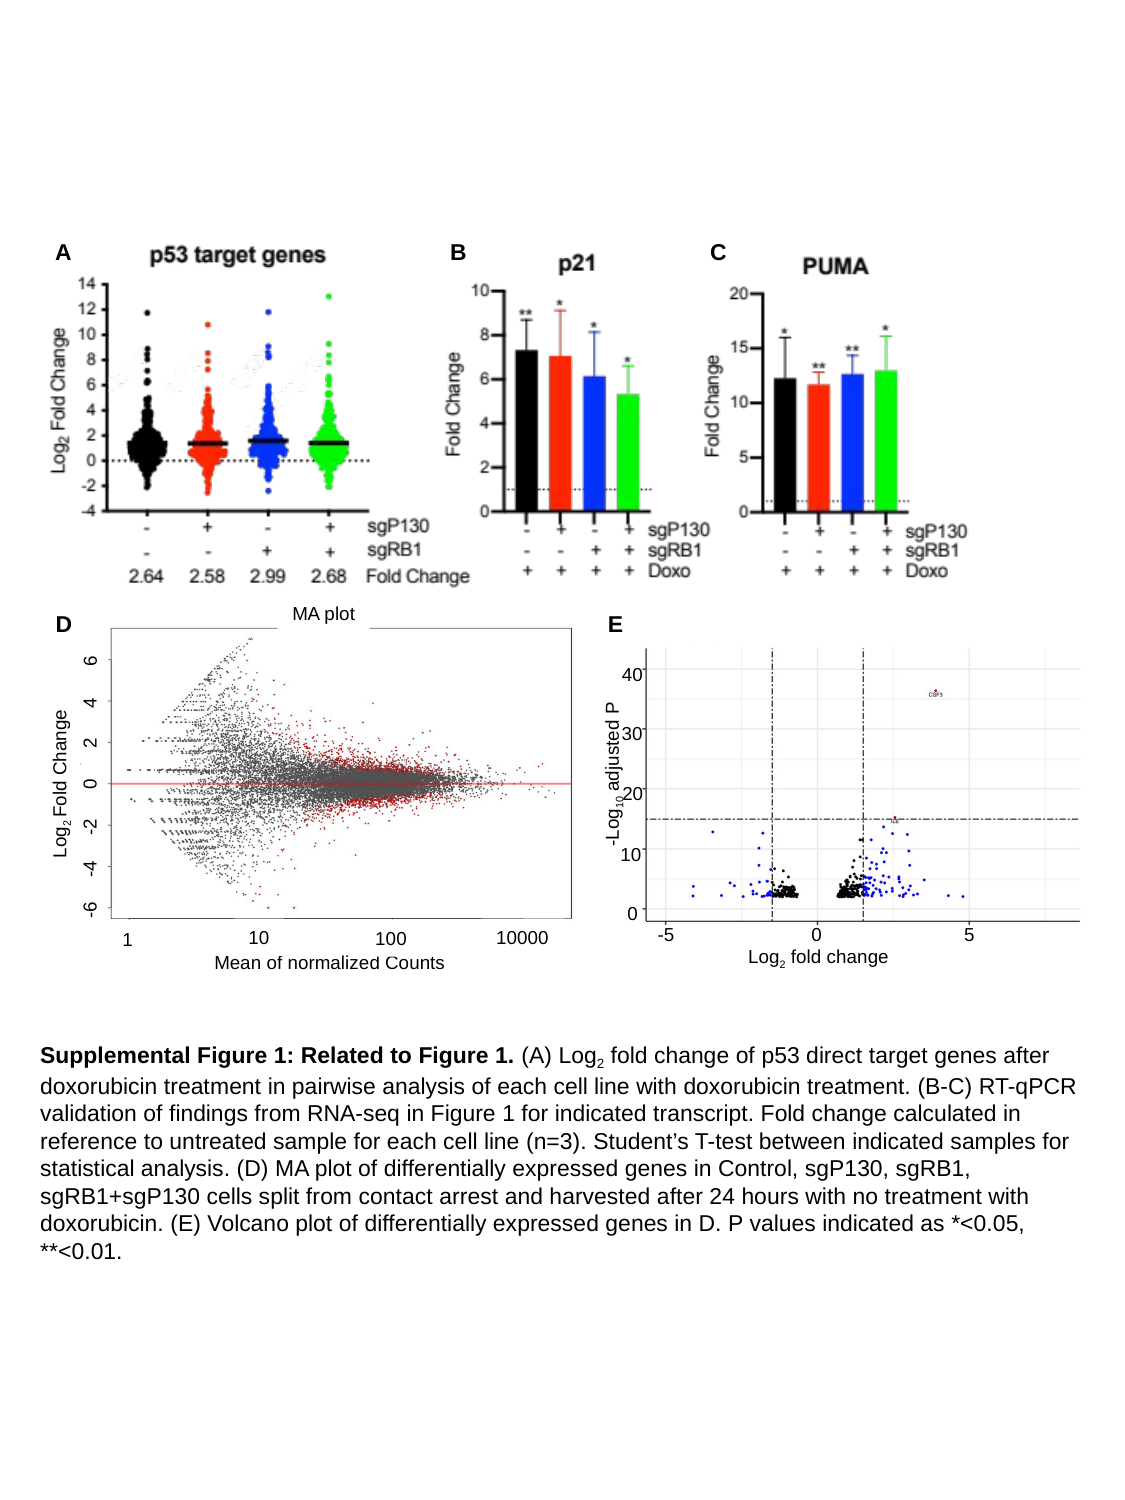

A
B
C
MA plot
6
4
2
Log2 Fold Change
0
-2
-4
-6
10
10000
100
1
Mean of normalized Counts
D
E
40
30
-Log10 adjusted P
20
10
0
-5
0
5
Log2 fold change
Supplemental Figure 1: Related to Figure 1. (A) Log2 fold change of p53 direct target genes after doxorubicin treatment in pairwise analysis of each cell line with doxorubicin treatment. (B-C) RT-qPCR validation of findings from RNA-seq in Figure 1 for indicated transcript. Fold change calculated in reference to untreated sample for each cell line (n=3). Student’s T-test between indicated samples for statistical analysis. (D) MA plot of differentially expressed genes in Control, sgP130, sgRB1, sgRB1+sgP130 cells split from contact arrest and harvested after 24 hours with no treatment with doxorubicin. (E) Volcano plot of differentially expressed genes in D. P values indicated as *<0.05, **<0.01.

## Slide 2
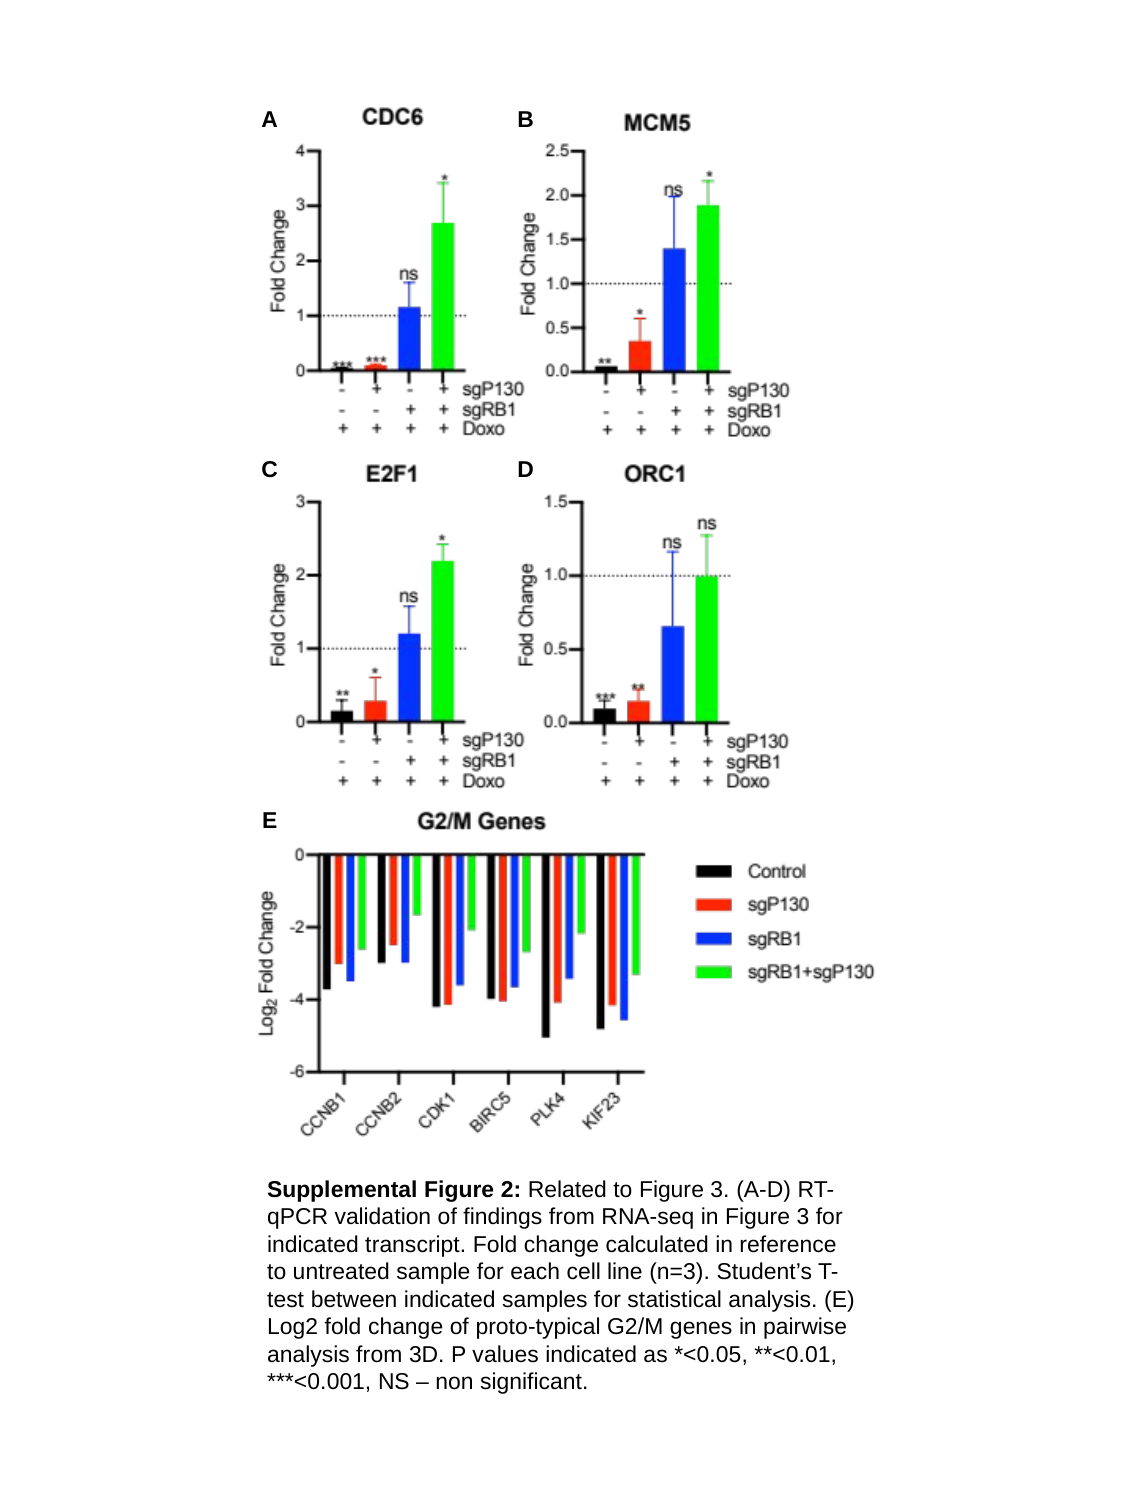

A
B
C
D
E
Supplemental Figure 2: Related to Figure 3. (A-D) RT-qPCR validation of findings from RNA-seq in Figure 3 for indicated transcript. Fold change calculated in reference to untreated sample for each cell line (n=3). Student’s T-test between indicated samples for statistical analysis. (E) Log2 fold change of proto-typical G2/M genes in pairwise analysis from 3D. P values indicated as *<0.05, **<0.01, ***<0.001, NS – non significant.

## Slide 3
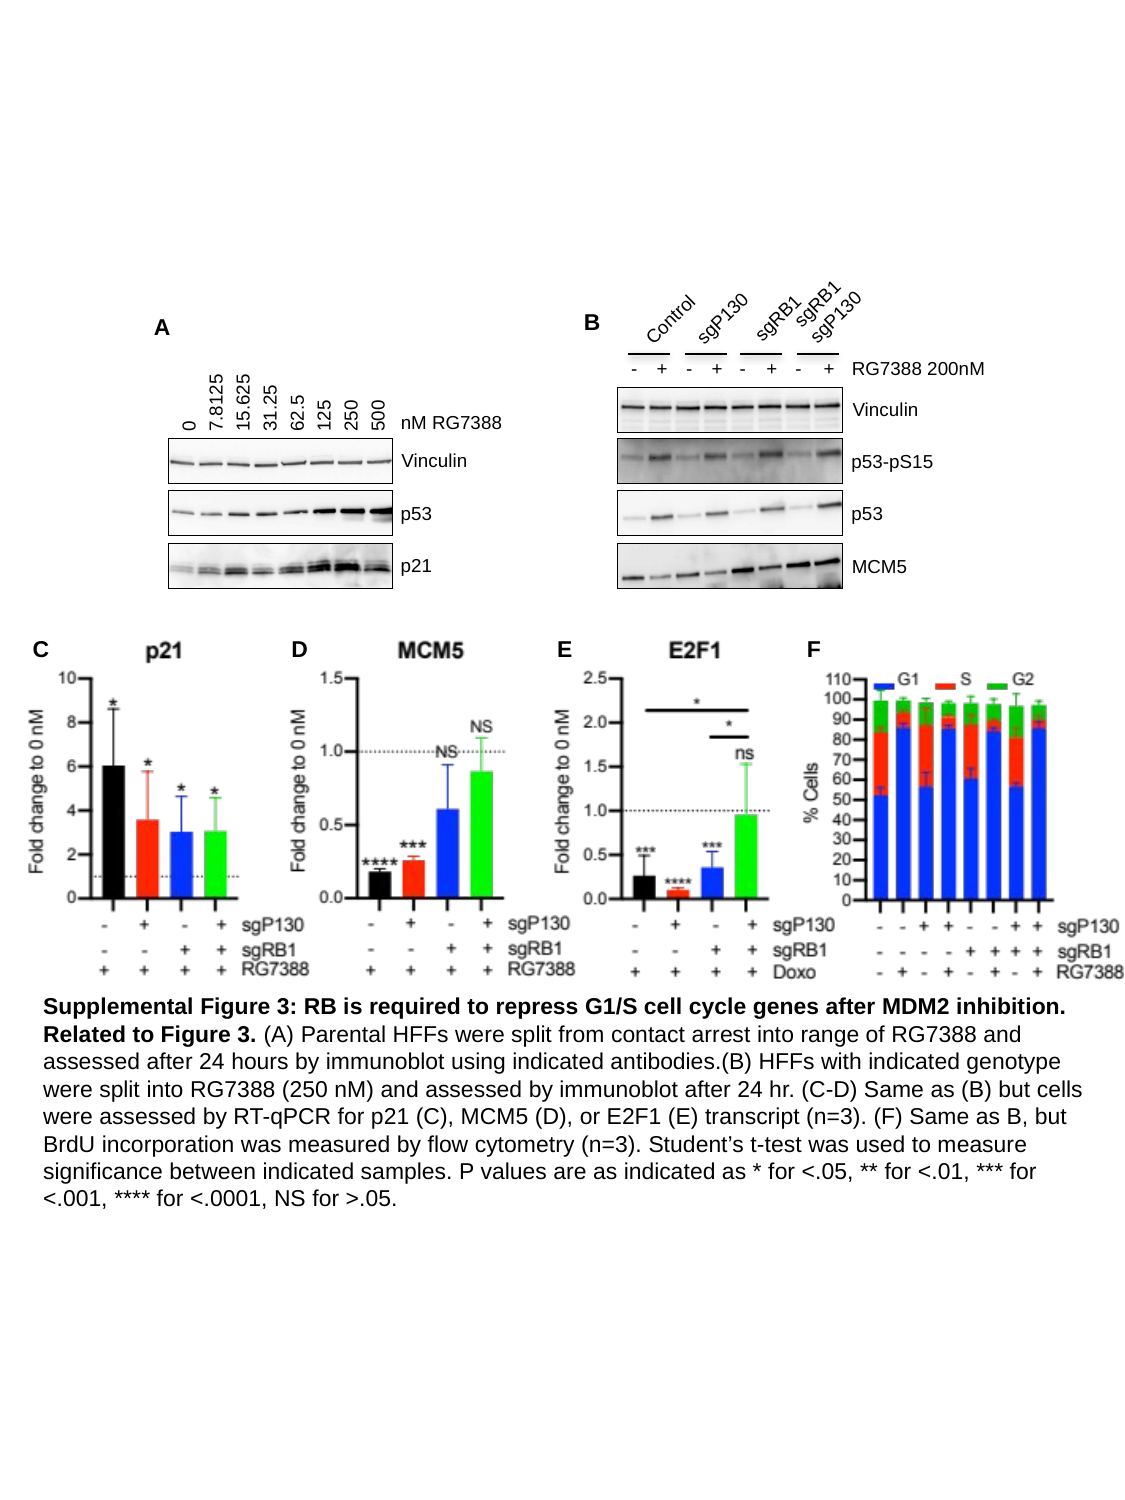

sgRB1
sgP130
sgRB1
sgP130
Control
-
+
-
+
-
+
-
+
RG7388 200nM
Vinculin
p53-pS15
p53
MCM5
B
A
0
7.8125
15.625
31.25
62.5
125
250
500
nM RG7388
Vinculin
p53
p21
C
D
E
F
Supplemental Figure 3: RB is required to repress G1/S cell cycle genes after MDM2 inhibition. Related to Figure 3. (A) Parental HFFs were split from contact arrest into range of RG7388 and assessed after 24 hours by immunoblot using indicated antibodies.(B) HFFs with indicated genotype were split into RG7388 (250 nM) and assessed by immunoblot after 24 hr. (C-D) Same as (B) but cells were assessed by RT-qPCR for p21 (C), MCM5 (D), or E2F1 (E) transcript (n=3). (F) Same as B, but BrdU incorporation was measured by flow cytometry (n=3). Student’s t-test was used to measure significance between indicated samples. P values are as indicated as * for <.05, ** for <.01, *** for <.001, **** for <.0001, NS for >.05.

## Slide 4
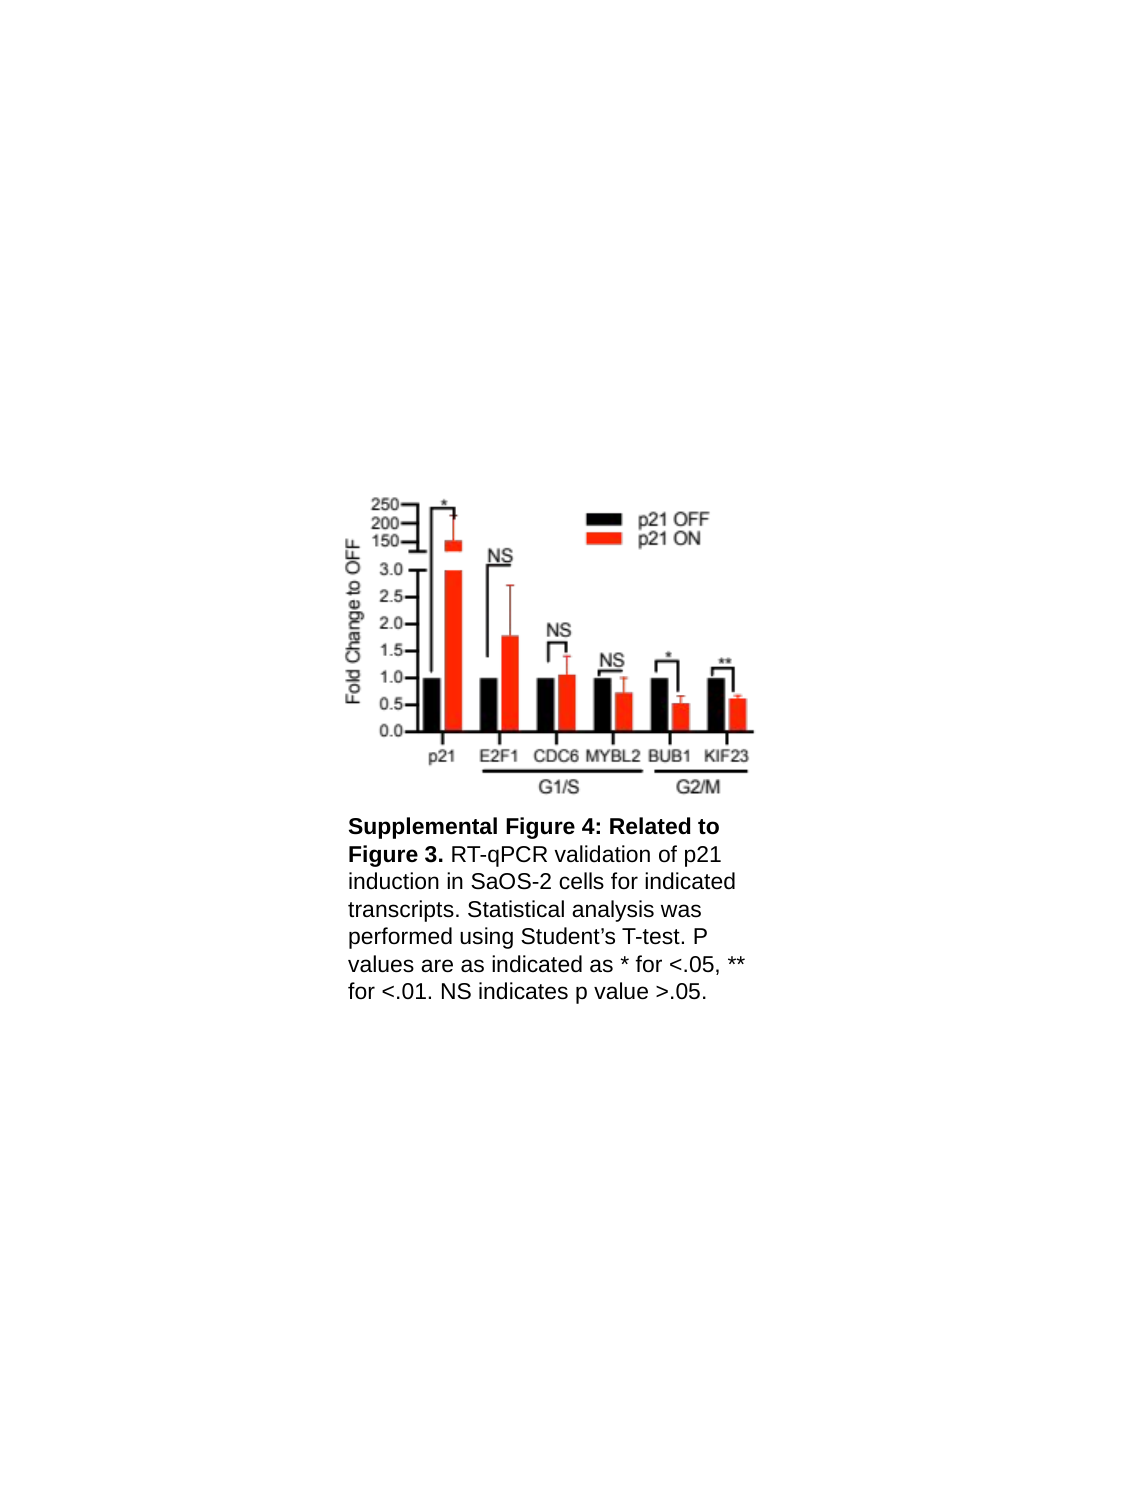

Supplemental Figure 4: Related to Figure 3. RT-qPCR validation of p21 induction in SaOS-2 cells for indicated transcripts. Statistical analysis was performed using Student’s T-test. P values are as indicated as * for <.05, ** for <.01. NS indicates p value >.05.

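Supplemental Figure 4 measures transcripts by RT-qPCR with U6 as the reference, and the RNA-seq libraries of the same cell line give separate values for its transcripts. E2F1, on chromosome 20 from 32263283 to 32274191, had 1764 ± 115 normalized counts (SD, n = 3) in p21 ON and 1511 ± 23.4 (SD, n = 3) in p21 OFF cells by RNA-seq, a log2 fold change of 0.22 (standard error 0.06, adjusted p = 0.0181 from limma). Without p21 OFF replicate 2 or p21 ON replicate 3, E2F1 was no longer called, with log2 fold changes of 0.21 and 0.17. CDC6, on chromosome 17 from 38444131 to 38460909, had 1739 ± 105 and 1951 ± 37.7 normalized counts (SD, n = 3 each) and a log2 fold change of -0.17 (adjusted p = 0.0617 from limma). It was called lower under TMM scaling, an alternative chosen after seeing the data, and without p21 ON replicate 2. MYBL2, on chromosome 20 from 42295659 to 42345135, fell from 3761 ± 45.8 to 1881 ± 31.4 normalized counts (SD, n = 3 each), a log2 fold change of -0.999 (standard error 0.06, adjusted p = 2.57e-10 from limma). BUB1, on chromosome 2 from 111395105 to 111435640, fell from 1754 ± 40.9 to 710 ± 25.0 normalized counts (SD, n = 3 each), a log2 fold change of -1.30 (adjusted p = 5.57e-11 from limma). KIF23, on chromosome 15 from 69706585 to 69740766, fell from 1558 ± 30.2 to 642 ± 50.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.28 (adjusted p = 1.92e-10 from limma). KIF23 overlaps an exon of an antisense gene.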

## Slide 5
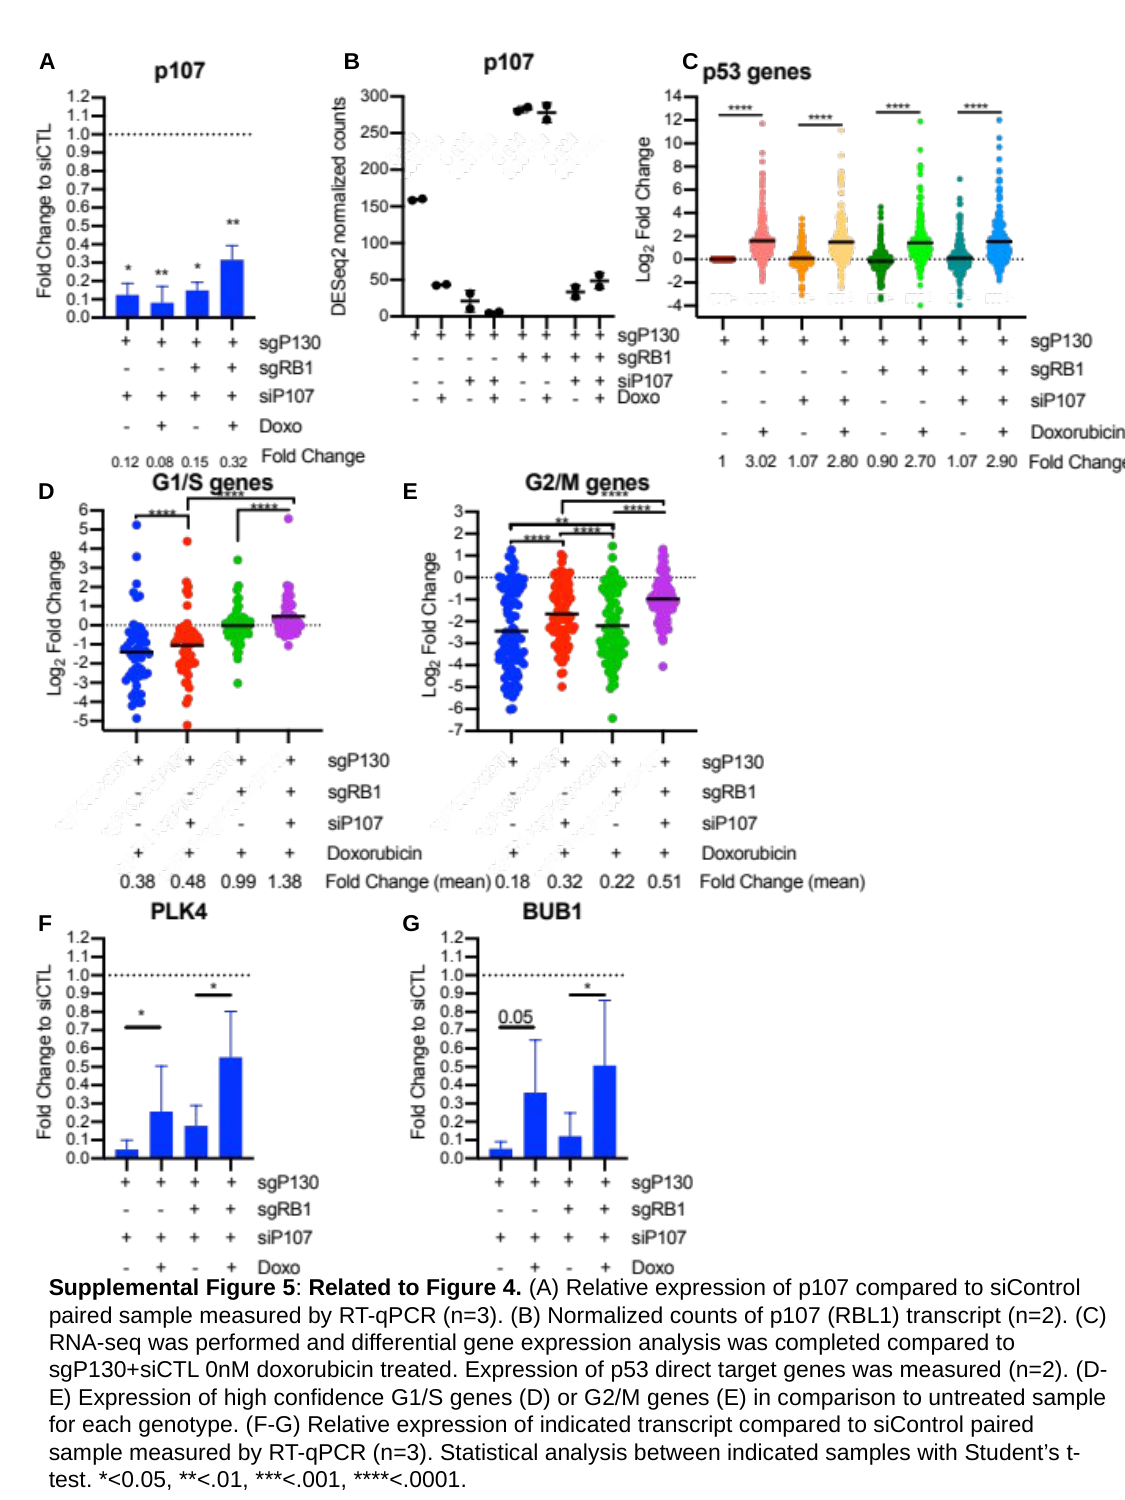

A
B
C
D
E
F
G
Supplemental Figure 5: Related to Figure 4. (A) Relative expression of p107 compared to siControl paired sample measured by RT-qPCR (n=3). (B) Normalized counts of p107 (RBL1) transcript (n=2). (C) RNA-seq was performed and differential gene expression analysis was completed compared to sgP130+siCTL 0nM doxorubicin treated. Expression of p53 direct target genes was measured (n=2). (D-E) Expression of high confidence G1/S genes (D) or G2/M genes (E) in comparison to untreated sample for each genotype. (F-G) Relative expression of indicated transcript compared to siControl paired sample measured by RT-qPCR (n=3). Statistical analysis between indicated samples with Student’s t-test. *<0.05, **<.01, ***<.001, ****<.0001.

## Slide 6
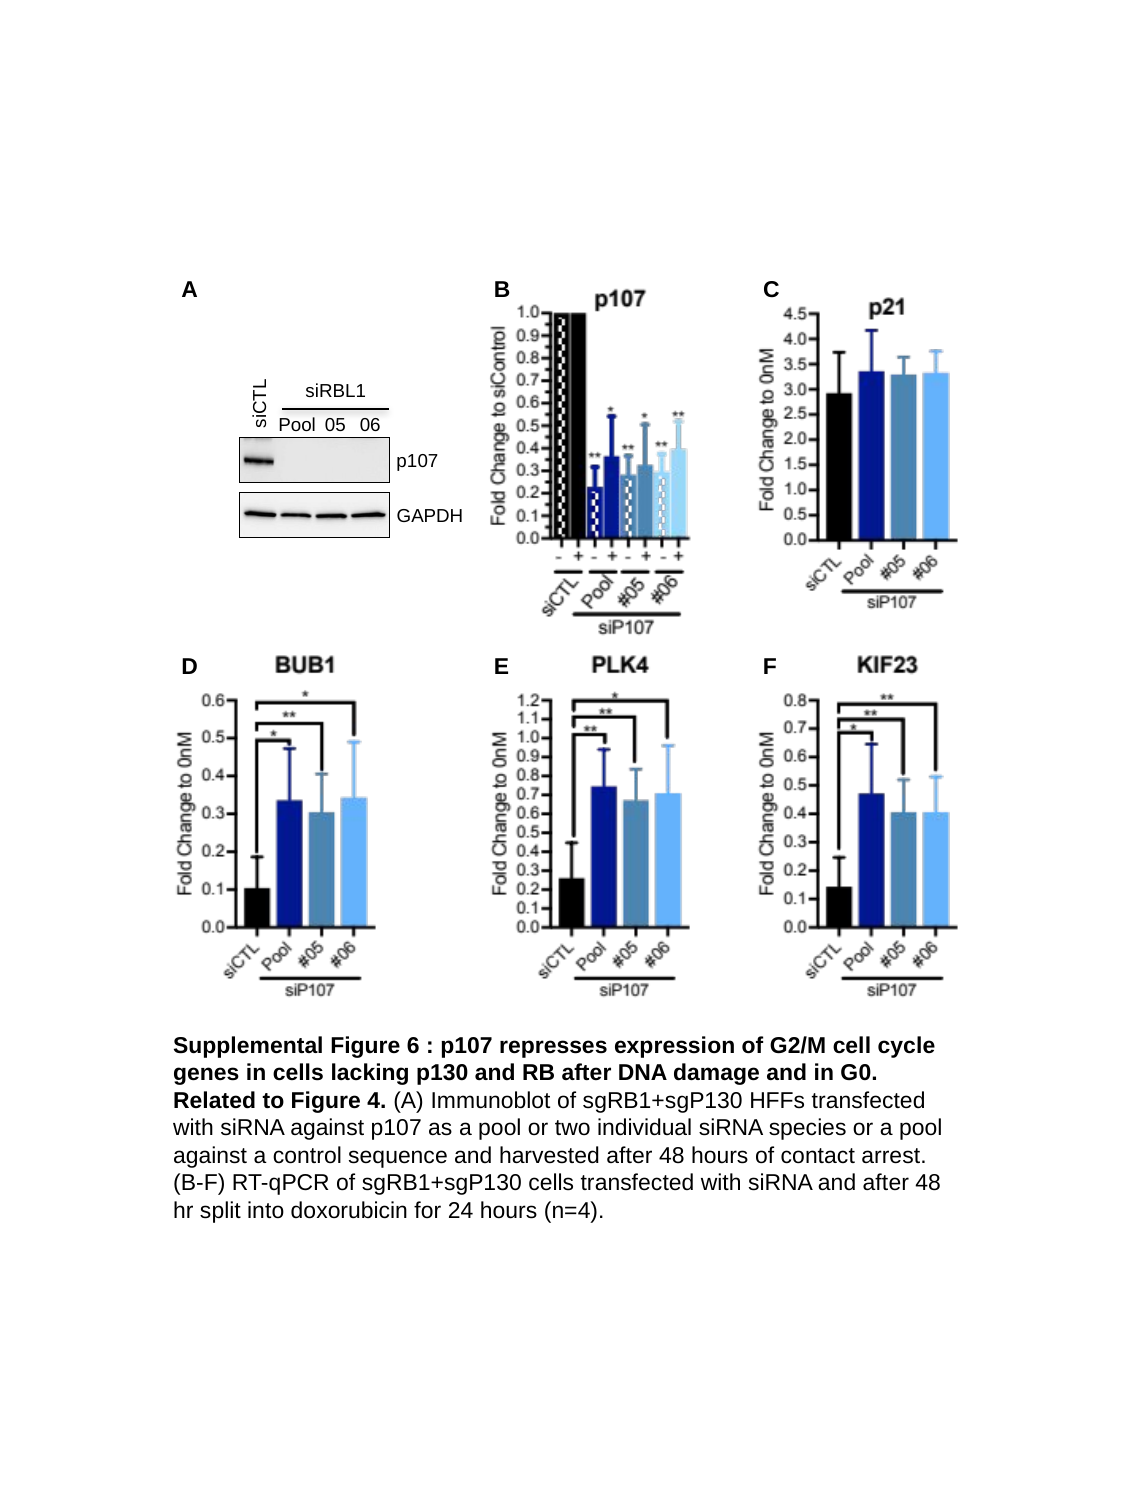

A
B
C
siRBL1
siCTL
Pool
05
06
p107
GAPDH
D
E
F
Supplemental Figure 6 : p107 represses expression of G2/M cell cycle genes in cells lacking p130 and RB after DNA damage and in G0. Related to Figure 4. (A) Immunoblot of sgRB1+sgP130 HFFs transfected with siRNA against p107 as a pool or two individual siRNA species or a pool against a control sequence and harvested after 48 hours of contact arrest. (B-F) RT-qPCR of sgRB1+sgP130 cells transfected with siRNA and after 48 hr split into doxorubicin for 24 hours (n=4).

# Supplementary material for: RB, p130 and p107 differentially repress G1/S and G2/M genes after p53 activation
**Source:** Nucleic Acids Res. 2019 Oct 31;47(21):11197–208. doi: 10.1093/nar/gkz961
**Supplement:** gkz961_Supplemental_Files

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1: Related to Figure 1.** (A) Log_2_ fold change of p53 direct target genes after doxorubicin treatment in pairwise analysis of each cell line with doxorubicin treatment. (B-C) RT-qPCR validation of findings from RNA-seq in Figure 1 for indicated transcript. Fold change calculated in reference to untreated sample for each cell line (n=3). Student’s T-test between indicated samples for statistical analysis. (D) MA plot of differentially expressed genes in Control, sgP130, sgRB1, sgRB1+sgP130 cells split from contact arrest and harvested after 24 hours with no treatment with doxorubicin. (E) Volcano plot of differentially expressed genes in D. P values indicated as *<0.05, **<0.01.

**Supplemental Figure 2: Related to Figure 3.** (A-D) RT-qPCR validation of findings from RNA-seq in Figure 3 for indicated transcript. Fold change calculated in reference to untreated sample for each cell line (n=3). Student’s T-test between indicated samples for statistical analysis. (E) Log_2_ fold change of proto-typical G2/M genes in pairwise analysis from 3D. P values indicated as *<0.05, **<0.01, ***<0.001, NS – non significant.

**Supplemental Figure 3: RB is required to repress G1/S cell cycle genes after MDM2 inhibition. Related to Figure 3.** (A) Parental HFFs were split from contact arrest into range of RG7388 and assessed after 24 hours by immunoblot using indicated antibodies.(B) HFFs with indicated genotype were split into RG7388 (250 nM) and assessed by immunoblot after 24 hr. (C-D) Same as (B) but cells were assessed by RT-qPCR for p21 (C), MCM5 (D), or E2F1 (E) transcript (n=3). (F) Same as B, but BrdU incorporation was measured by flow cytometry (n=3). Student’s t-test was used to measure significance between indicated samples. P values are as indicated as * for <.05, ** for <.01, *** for <.001, **** for <.0001, NS for >.05.

**Supplemental Figure 4: Related to Figure 3.** RT-qPCR validation of p21 induction in SaOS-2 cells for indicated transcripts. Statistical analysis was performed using Student’s T-test. P values are as indicated as * for <.05, ** for <.01. NS indicates p value >.05.

**Supplemental Figure 5: Related to Figure 4. (A) Relative expression of p107 compared to siControl paired sample measured by RT-qPCR (n=3).** (B) Normalized counts of p107 (RBL1) transcript (n=2). (C) RNA-seq was performed and differential gene expression analysis was completed compared to sgP130+siCTL 0nM doxorubicin treated. Expression of p53 direct target genes was measured (n=2). (D-E) Expression of high confidence G1/S genes (D) or G2/M genes (E) in comparison to untreated sample for each genotype. (F-G) Relative expression of indicated transcript compared to siControl paired sample measured by RT-qPCR (n=3). Statistical analysis between indicated samples with Student’s t-test. *<0.05, **<.01, ***<.001, ****<.0001.

**Supplemental Figure 6: p107 represses expression of G2/M cell cycle genes in cells lacking p130 and RB after DNA damage and in G0. Related to Figure 4.** (A) Immunoblot of sgRB1+sgP130 HFFs transfected with siRNA against p107 as a pool or two individual siRNA species or a pool against a control sequence and harvested after 48 hours of contact arrest. (B-F) RT-qPCR of sgRB1+sgP130 cells transfected with siRNA and after 48 hr split into doxorubicin for 24 hours (n=4).

How the deposited data were processed for this re-analysis (not part of the article)

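RNA from SaOS-2 cells with a doxycycline-inducible p21 vector was sequenced by the authors in 6 libraries, 3 of untreated cells (p21 OFF) and 3 of cells given 1 μg/ml doxycycline (p21 ON), for 24 h by the sample labels. The authors prepared stranded mRNA libraries, sequenced them in one lane with single-end reads, mapped the reads to hg19 with STAR, counted them on genes with HTSeq and normalized the counts by DESeq2's median-of-ratios size factors. The deposited table holds these normalized counts, a signal per gene and library that is 0 or above, for 23228 gene names. Versions of the authors' tools and the strand setting of the counting are not stated in the paper's text. All value columns could be assigned to a sample from the labels.

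In every library 100% of the values were whole multiples of one step, and the inverse of the step equalled the DESeq2 size factor recomputed from the whole reads, 0.796 to 1.35. The recovered totals were 12795490, 20914151 and 21975045 reads on genes in the p21 OFF libraries and 13440402, 12918390 and 16630552 in the p21 ON libraries. The 10 genes with the most reads took 3.70 to 3.91% of the reads of a p21 ON library and 3.72 to 3.89% of those of a p21 OFF library. Replicates of a condition differed by more than sampling noise, with a chi-square per gene of 2.84 to 9.97 where sampling alone gives about 1, so no library was counted as a copy of another.

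The planned test for counts was replaced by the test planned for normalized values, since the table holds normalized values: limma 3.58.1 (lmFit and eBayes with a trend) on log2(normalized count + 1) in R 4.3.3, without covariates, over the 13255 genes with a mean of at least 10, with Benjamini-Hochberg adjustment and an adjusted p-value under 0.05 as the threshold. The alternatives were edgeR 4.0.16 with TMM and with DESeq2 size factors, DESeq2 1.42.0 and limma-voom on the recovered reads, scaling by library size alone, TMM scaling, pseudocounts of 0.1 and 10, no filter on low values, at least 10 reads in every library, an adjusted p-value under 0.01, a log2 fold change of at least 1, a fit with the replicate number as a block, and each library left out in turn. Scaling by library size alone and the filters, planned as alternatives to the settings of edgeR, were run with limma. For the cell cycle lists they also included the mean in place of the median, subtraction of the median of all genes, and a mean of at least 100. TMM scaling and the use of same symbols only were chosen after seeing the data, and so were the alternative scalings and left-out libraries for the difference between list scores; the rest were written before the data were examined. On simulated counts with 200 genes changed by at least 1 on the log2 scale, limma called 99% of the changed genes. It also called 10 unchanged genes among the 13184 tested. No smaller change was planted, so the share of smaller changes that limma finds was not measured.

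Gene lists were taken from the copy of Supplemental Table S1. The table of values uses older symbols for some genes, so list genes were matched by symbol or by older symbol: 3 high-stringency G1/S genes, 5 high-stringency G2/M genes, 18 low-stringency G1/S genes and 17 low-stringency G2/M genes were matched by an older symbol. This was decided after seeing the data. In the table 26 rows are named by a date in place of a symbol and were not matched. Each cell cycle list holds 1 gene fewer than the paper gives, so no overlap, enrichment or set test was run on the lists. Further lists written before the data were examined held 24 genes of the integrated stress response, 72 histone genes and 13 mitochondrially encoded mRNAs. The histone list was meant for replication-dependent genes but was taken by symbols that start with HIST alone, so it may hold others. None of the 13 mitochondrial mRNAs was found in the table by symbol, so that list was not analysed here.

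Positions and overlaps are from GENCODE release 44 lifted to GRCh37, the build of hg19, and 21298 rows of the table were matched to it. Promoters were the 150 bp upstream and 50 bp downstream of the start of a gene's canonical transcript. The genes named in the text were set before the data were examined: those the paper names for SaOS-2 cells and for HFFs, the genes of the pocket protein, MuvB and MMB-FOXM1 complexes, the 5 largest changes in each direction among genes past the threshold with a mean of at least 50 and no overlap between the groups, the 3 largest changes in each direction past the threshold in each high-stringency list, and the 3 stress response genes with the lowest adjusted p-values. One of the lists set in the plan, the results that need it and some of these genes are not reported here. Genes outside the lists are those in none of the 4 cell cycle lists and not named by the paper for SaOS-2 cells, a set defined after seeing the data.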

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

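The set of genes outside the lists and the tests of weakly expressed genes and of doxycycline were chosen only after the result was seen; the tests of depth, GC content, length and regrouping of the stress response list were set before.

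Outside the 4 cell cycle lists and the genes the paper names for SaOS-2 cells, 12295 genes were tested, and 1298 were higher and 1316 lower in p21 ON cells, a signal outside the listed genes. The set may still hold cell cycle genes, since outside the lists 20.5% of 474 genes with a CHR, an element of G2/M promoters, and no E2F site near the start were called lower, and 30.9% of 68 genes with both, against 10.6% of 9232 genes with neither. Most changes were small: 46 rose and 34 fell by at least 1 on the log2 scale. The median p21 OFF library was deeper than the median p21 ON library, although the smallest library was also p21 OFF, and after every library was thinned to 12795490 reads, 2266 of the 2614 calls were made again. After a GC trend was taken out of each library, 2440 of the 2546 calls with a GC value were made again, and after a length trend was taken out, 1983 of 2546. The log2 fold change rose with exonic length (Spearman correlation across genes 0.28; genes are not independent replicates), so part of the calls depends on length while most do not. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls, and the other splits gave none in any gene. Every other split mixes p21 ON and p21 OFF libraries in both groups. A true difference then widens the spread within groups, so few calls were likely there beforehand. With 3 libraries against 3, the share also cannot fall under 0.1. An effect of doxycycline itself and one of p21 cannot be told apart, because no library had the drug without the vector; the mean log2 fold change of the stress response list, which doxycycline might raise, was 0.17.

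Of the 5 largest rises, CDKN1A was one, and the others were BSN, STXBP5L, ARHGAP20 and CHRM4, which are outside the lists. BSN rose by 1.49 on the log2 scale, STXBP5L by 1.34, ARHGAP20 by 1.25 and CHRM4 by 1.23. All have mean normalized counts of 50.8 to 60.5, just above the least mean of 50 that the rule allowed, and STXBP5L and CHRM4 overlap exons annotated on the opposite strand. Of the 928 genes outside the lists with a mean from 50 to 100, 133 were called higher and 40 lower. Of the 1832 with a mean under 50, 138 were called higher and 20 lower, while of the 5833 with a mean of at least 500, 542 were called higher and 942 lower. The tests that follow were run on the genes with a mean under 50, which do not include BSN, STXBP5L, ARHGAP20 and CHRM4. With libraries thinned to the smallest, 119 were higher and 19 lower. Of these genes 1536 had a GC and a length value, 119 of them called higher and 17 lower; with a GC trend taken out the numbers were 121 and 19, and with a length trend taken out, 141 and 16. A difference in depth, GC content and length are therefore not needed for the excess of rises among these genes. The edgeR test on recovered reads called 155 higher and 21 lower. Reads from unspliced RNA or DNA were not tested, and no biological explanation was tested.

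In the integrated stress response list, 22 genes were tested, with a median log2 fold change of 0.13, and 9 were called higher and 2 lower. CTH rose by 0.41 (adjusted p = 0.000863 from limma) and PCK2 by 0.42 (adjusted p = 0.00101), while ATF4 had a log2 fold change of -0.34 (adjusted p = 0.00171). The list score was higher in each p21 ON library than in each p21 OFF library (exact two-sided permutation test, p = 0.1, the smallest possible). After thinning, 8 of the 9 calls were made again, after the GC trend was taken out 9, and after the length trend was taken out 8. The real split was the only 1 of 10 with as many calls, but the other splits mix the groups, so few calls were likely there. Doxycycline inhibits mitochondrial translation and may raise these genes, but an effect of doxycycline itself, for which the list's median of 0.13 is the value at hand, cannot be told apart from one of p21 without cells given the drug alone.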

How the results depend on the processing

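Over all libraries, 30 comparisons of a main result with an alternative were weaker, 8 stronger, 9 moved and 1 reversed. A count of calls was taken as changed only beyond 1.5 times, so the others include large shifts, such as 1393 genes called higher against 1011 by DESeq2. They also include genes without a call under a stricter threshold, which could not change. For the 30 other genes named, 12 comparisons over all libraries were weaker and none reversed. For the changes given here, the cause was not tested.

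A log2 fold change of at least 1 left 48 genes higher and 152 lower. In the lists it left 0 higher and 4 lower in the high-stringency G1/S list, 56 lower in the high-stringency G2/M list, 1 higher and 18 lower in the low-stringency G1/S list, 0 higher and 99 lower in the low-stringency G2/M list, 0 and 0 in the stress response list, and 1 and 0 among the histone genes. The threshold alone removed the calls of E2F1 (0.22), MYBL2 (-0.999), RBL2 (-0.33), LIN54 (-0.57), CCNE1 (0.73) and CCNE2 (0.81). With an adjusted p-value under 0.01 the genes called higher numbered 616 and the genes called lower 882, with 55 low-stringency G1/S genes higher, 2 low-stringency G2/M genes higher, 1 stress response gene lower, 0 histone genes higher and 2 lower, and E2F1 was no longer called.

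Scaling by library size alone shifted the median of all genes to 0.05 and the share of higher calls from 45.3% to 63.0% (2034 higher and 1194 lower against 1393 and 1681). It moved the list medians to 0.14 (high-stringency G1/S), 0.047 (low-stringency G1/S) and -0.27 (low-stringency G2/M). It called 1 high-stringency and 12 low-stringency G2/M genes higher and 1 stress response gene lower, turned BAX to 0.0025, and called RB1 higher (0.29). TMM scaling, chosen after seeing the data, called CDC6 lower (-0.18). One high-stringency G2/M gene was also called higher with pseudocount 10 and with at least 10 reads in every library (1 each). Without a filter on low values 4 histone genes were higher; with at least 10 reads in every library, and by DESeq2, 1 histone gene was higher.

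The mean in place of the median gave 0.030 and -0.95 for the high-stringency and -0.048 and -0.50 for the low-stringency G1/S and G2/M lists. The difference between list scores was -0.45 with the low-stringency lists and -1.18 with the median.

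Across the 6 fits that each left out 1 library, genes called higher ranged from 695 to 1486 and genes called lower from 887 to 1660. The lowest values came without p21 ON replicate 1, and 739 and 1077 were called without p21 ON replicate 3. Log2 fold changes ranged from -0.021 to 0.080 for MDM2, -0.11 to 0.016 for BAX, 0.17 to 0.25 for E2F1, -0.21 to -0.13 for CDC6, 0.17 to 0.33 for RB1, -0.24 to -0.13 for E2F4 and -0.10 to 0.0029 for LIN52. The calls of E2F1 without p21 OFF replicate 2 or p21 ON replicate 3 were lost, and RB1 without p21 OFF replicate 2, CDC6 without p21 ON replicate 2 and E2F4 without p21 OFF replicate 3 were called. CDT1 ranged from -0.022 to 0.13, lowest without p21 ON replicate 3, and was not called. The high-stringency G1/S median ranged from 0.064 without p21 ON replicate 2 to 0.12 without p21 ON replicate 3, the number of high-stringency G2/M genes called higher from 0 to 1, and that of low-stringency G2/M genes from 2 without p21 ON replicate 1 to 10 without p21 OFF replicate 3. Stress response genes called lower ranged from 1 to 2, and histone genes called higher from 0 to 3 and lower from 1 to 5, lowest without p21 OFF replicate 3 and without p21 ON replicate 1.

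Replicate numbers are shared between the groups, but the deviations of same-numbered libraries from their group means had correlations of -0.17, -0.17 and -0.12 across genes, so the numbers do not pair the libraries. With the replicate number as a block, the genes called higher numbered 1407 and the genes called lower 1513, of which 1268 and 1474 were also called without it, and 1 high-stringency G2/M gene was called higher.

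The histone list, with 26 of 72 genes tested and a median mean count of 26.6, has a list score that overlaps between the groups (0.035 ± 0.40 against -0.035 ± 0.14, SD, n = 3 each; exact two-sided permutation test, p = 0.9, where 0.1 is the smallest possible). The score was 0.49 in p21 ON replicate 2 and -0.19 and -0.20 in p21 ON replicates 1 and 3. The list's median log2 fold change was -0.061, and 0.25 by DESeq2, and with 1 library left out it ranged from -0.24 without p21 ON replicate 2 to 0.19 without p21 ON replicate 1. The cause of the spread was not tested.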

Differences from the paper's values

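By RT-qPCR the paper shows p21 at about 150-fold (error 70) in Supplemental Figure 4, read by eye, and the RNA-seq fold change of CDKN1A was 34.5 on the log2(normalized count + 1) scale. For KIF23 the figure shows about 0.62 (error 0.06) and RNA-seq gave 0.41. Both are comparisons between assays. Of the alternatives set before the data were examined, none brought CDKN1A within the paper's value, with folds from 33.3 to 35.8. For KIF23, scaling by library size alone, pseudocount 10 and leaving out p21 OFF replicate 1 or p21 ON replicate 3 brought the values within 1.5 times of each other, and the other alternatives did not. These are small shifts across that limit, since the RNA-seq fold of KIF23 stayed between 0.40 and 0.43 under all of them.

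The paper states that SaOS-2 cells could not repress G1/S genes. The high-stringency G1/S list as a whole did not fall, with a median log2 fold change of 0.10. Of its 57 genes tested, 20 were called higher and 27 neither, and the exceptions to the statement within this list are the 10 called lower. The low-stringency G1/S list holds more exceptions: of its 538 genes tested, 117 were called lower and 89 higher, with a median log2 fold change of 0.0035. In Supplemental Figure 4 MYBL2, placed with the G1/S genes, is marked as not significant by RT-qPCR, and its log2 fold change by RNA-seq was -0.999. E2F1 is marked as not significant there, and it was called higher by RNA-seq with a log2 fold change of 0.22. Only the calls differ for these genes. Read by eye, the RT-qPCR fold of MYBL2 was 0.73 (error 0.3), against 0.50 by RNA-seq. That of E2F1 was 1.8 (error 0.9), against 1.17. The direction was the same in both assays for MYBL2 and for E2F1. For CDC6 the directions were opposite, with 1.1 (error 0.3) by RT-qPCR, read by eye, against 0.89 by RNA-seq. That difference lies within the RT-qPCR error, and CDC6 was not called by RNA-seq.

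The fold changes of about 1.0 in Figure 3H and about 0.52 in Figure 3I, read by eye, were reached by the mean over each list, an alternative set before the data were examined, with folds of 1.02 and 0.519, and the medians were 1.07 and 0.451.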

Other observations

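The promoter elements and the regrouping, depth, GC and length tests of the cell cycle patterns were set before their results were seen; the set of genes outside the lists was chosen, and the reading of the CHR test on the G1/S genes was settled, only after the result was seen.

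The fall of the G2/M genes beside G1/S genes that mostly did not fall was recomputed under technical alternatives. Of the 93 high-stringency G2/M calls, 92 were made again after thinning to the smallest library, 93 after a GC trend and 93 after a length trend was taken out. Of the 10 splits of the libraries, 1, the real one, gave as many, but the other splits mix the groups, so few calls were likely there. A candidate explanation is the CHR element, which the paper names as the site where p130 binds G2/M promoters. The paper also names the CHR as the site where MuvB brings in BMYB and FOXM1, which activate these genes. A link with the CHR therefore cannot tell repression through p130 from a loss of activation. Promoters of 12311 protein-coding genes tested were searched for the CHR (TTYGAA) and an E2F site (TTSSCGC). The 617 genes with a CHR and no E2F site had a median log2 fold change of -0.12 and 34.4% were called lower (95% Wilson interval 30.7 to 38.2), against 0.02 and 13.0% (11.6 to 14.6) for the 1835 genes with an E2F site and no CHR. The 115 genes with both fell most, with a median of -0.27 and 52.2% called lower (43.1 to 61.1), and the 9744 with neither had 0.0057 and 11.6% (10.9 to 12.2). The medians of CHR only and E2F only differed by -0.14 (permutation test across genes, p = 1e-04, the smallest that 10000 permutations give; genes are not independent replicates). Outside the lists, 20.5% of 474 CHR genes and 11.2% of 1583 E2F genes were called lower. This fits the hypothesis that a CHR marks genes that fall after p21 induction in cells without RB, and no binding was measured.

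Of the high-stringency G1/S genes, 10 were called lower although the list was not. All 10 were called again after thinning and after a GC trend was taken out, and 9 after a length trend was taken out. The real split was the only 1 of 10 with as many calls, but few were likely in the other splits, which mix the groups. In the promoter window 0 of the 10 carry a CHR, as do 0 of the 20 called higher. Of these genes, 7 and 12 carry an E2F site. A match to TTYGAA in that window was therefore not needed for the fall of the 10. How many CHR sites the search misses was not measured, so a CHR of another form or position stays open as a cause. The median of mean counts of the 10, 392, was lower than the 1723 of the genes called higher, and whether expression level plays a part stays open. No other biological explanation was tested.

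The SaOS-2 line is null for RB by the paper's account. RB1 on chromosome 13 had 654 ± 39.7 normalized counts (SD, n = 3) in p21 ON and 555 ± 66.8 (SD, n = 3) in p21 OFF cells. Such counts of RNA over a whole gene do not show whether functional RB protein is made. Of the complexes the paper discusses, the log2 fold change was -1.23 for FOXM1, -1.09 for LIN9, -0.57 for LIN54, -0.33 for RBL2, -1.47 for CCNA2, -1.39 for CCNB1 and -1.38 for CDK1 (all called lower by limma), and RB1, RBL1, E2F4, TFDP1, LIN37, LIN52, RBBP4 and CDK2 were not called. FOXM1, RBL2, RBL1, CCNA2, LIN37, RBBP4 and CDK2 overlap exons annotated on the opposite strand. RB1 was called higher without p21 OFF replicate 2 (0.33) and under scaling by library size alone (0.29), and E2F4 lower without p21 OFF replicate 3 (-0.24). In HFFs the paper reports on MCM5, ORC1 and PLK4; in SaOS-2 cells MCM5 rose by 0.31, ORC1 had a log2 fold change of -0.57 and PLK4 one of -1.46. The 5 largest falls of all genes past the rule were AURKB, C11orf82, CDCA5, CDCA3 and SKA1, from -1.74 to -1.59.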
